# Proliferation Drives Aging-Related Functional Decline in a Subpopulation of the Hematopoietic Stem Cell Compartment

**DOI:** 10.1016/j.celrep.2017.04.074

**Published:** 2017-05-23

**Authors:** Kristina Kirschner, Tamir Chandra, Vladimir Kiselev, David Flores-Santa Cruz, Iain C. Macaulay, Hyun Jun Park, Juan Li, David G. Kent, Rupa Kumar, Dean C. Pask, Tina L. Hamilton, Martin Hemberg, Wolf Reik, Anthony R. Green

**Keywords:** aging, scRNA-seq, hematology, JAK2, p53, stem cells, cellular aging, cancer, leukemia, genomics

## Abstract

Aging of the hematopoietic stem cell (HSC) compartment is characterized by lineage bias and reduced stem cell function, the molecular basis of which is largely unknown. Using single-cell transcriptomics, we identified a distinct subpopulation of old HSCs carrying a p53 signature indicative of stem cell decline alongside pro-proliferative JAK/STAT signaling. To investigate the relationship between JAK/STAT and p53 signaling, we challenged HSCs with a constitutively active form of JAK2 (V617F) and observed an expansion of the p53-positive subpopulation in old mice. Our results reveal cellular heterogeneity in the onset of HSC aging and implicate a role for JAK2V617F-driven proliferation in the p53-mediated functional decline of old HSCs.

## Highlights

• Single-cell transcriptomics reveals functional decline in old HSCs
• p53-associated functional decline is driven by prolonged proliferation
• Subpopulation of HSCs show aging signature, revealing heterogeneity in the rate of aging

## Introduction

Organismal aging is accompanied by a gradual decline in regenerative capacities. This decline has been associated with reduced stem cell function, where the aging stem cell pool is unable to repopulate tissues upon cellular loss during physiological turnover or after tissue injury (Beerman et al., 2010). In the hematopoietic system, stem cell aging is evident in a weakening of the adaptive immune response and a general decline of hematopoietic stem cell fitness (Beerman et al., 2010).

The weakening immune response has been attributed to a shift from a balanced lymphoid/myeloid output toward a myeloid skew with age (Rossi et al., 2005). Although hematopoietic stem cells (HSCs) showing a skew in their myeloid/lymphoid output can also be found in young mice, the aggregate output is balanced. In contrast, with age, proportionally fewer lymphoid biased HSCs are found (Grover et al., 2016).

In addition to the lineage skew, aging of the hematopoietic system also results in reduced performance in blood reconstitution and engraftment, regardless of lineage output (Dykstra et al., 2011). In addition, accumulation of DNA damage and upregulation of p53 in aged HSC populations is well documented (Dumble et al., 2007, Rossi et al., 2007). p53 is a key regulator of aging in hematopoiesis, with high levels of p53 leading to premature aging features, such as reduced engraftment (Dumble et al., 2007). However, while Grover and colleagues (Grover et al., 2016) were able to shed light on the molecular signature responsible for lineage skewing with age, little is known about the molecular basis of the functional decline of HSCs with age. It is, for example, unknown how uniformly the functional impairment is distributed within the HSC compartment, and it is unclear what factors and pathways are directly relevant to the decline.

Using an index-sorting strategy and single-cell assays for highly purified long-term HSCs (LT-HSCs), we identified HSC aging as a heterogeneous process by characterizing an HSC subpopulation marked through p53 activation in old mice. Further transcriptional description of the subcluster shows myeloid bias as well as JAK/STAT- and MAPK (mitogen-activated protein kinase)-driven pro-proliferative gene signatures, reminiscent of the proliferation-driven cell-cycle arrest in cellular senescence (Serrano et al., 1997). Moreover, expansion of this old-specific subpopulation could be triggered by constitutively activating Jak2. We propose a model whereby prolonged proliferation in HSCs driven by the JAK/STAT pathway leads to a functionally impaired HSC subpopulation defined by p53 pathway upregulation with age.

## Results

### The Long-Term HSC Compartment Harbors a Distinct Subpopulation with Age

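Single LT-HSCs were sorted into 96-well plates, and the polyadenylated RNA of each well was converted to cDNA, amplified and sequenced, with 1 index pair per well. The files hold 192 wells from 4-month-old WT mice and 192 wells from 18-month-old WT mice, in 2 library pools of 96 wells at each age, here called A and B. The labels do not say which pool is the paper's replicate 1 or replicate 2. The authors mapped the reads to the Ensembl 77 mouse genome together with the ERCC spike-ins, which are synthetic RNAs added to every well, and deposited raw counts per gene for every well, before any cell was removed. The counts are whole numbers and are followed by the categories of unassigned reads, whereas the paper's own steps used RSEM estimates, which are not in the files analysed here. Counts on genes ranged from 361 to 910633 per well at 18 months (median 304255) and from 104 to 2371246 at 4 months (median 241684). Over all 1152 wells of the study, reads counted in any category averaged 678622 per well (SD 752608), and the paper reports a mean of 2017758 reads per cell. The values given with the conclusions rest on the counts. For a cell of median depth that passed quality control, 3 counts are 0.00080% of the total at 18 months and 0.00087% at 4 months, the smallest share that can be shown. The spike-ins took a median of 1.14% of the counts in old pool A and 1.24% in young pool A, against 7.87% in old pool B and 7.35% in young pool B. The pools therefore fell into a pair of technical batches that each hold both ages, and values are given by pool beside the pooled ones in the comparisons of age and genotype. Counts were scaled to CPM, the count per 1e+06 counts of the well on genes, and clustered as log2(CPM + 1) with the steps of SC3 rebuilt in Python, at the numbers of clusters shown in the paper's figures. A marker score, the mean log2(CPM + 1) over the 60 of 62 cluster 1 genes of Table S1 found by name in the files, was computed for every cell, because this score needs no grouping of cells by their own values. Cells with a score above the 95th percentile of the young WT cells were called marker-high. Cells of a pool share an animal and a library, so a test over cells does not count animals.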

To determine how the transcriptional heterogeneity in long-term HSCs is associated with age, we index-sorted single LT-HSCs using ESLAM markers (Figure 1A) from the bone marrow of mice aged 4 months old (n = 192) and 18 months old (n = 192). This approach resulted in a distinct HSC population evident through comparison with two published hematopoietic single-cell transcriptome datasets of young and old HSCs (lineage-negative Sca-1^+^, c-Kit^+^, CD150^+^, and CD48^−^) (Grover et al., 2016, Kowalczyk et al., 2015), when projecting all datasets onto an HSC expression atlas (Nestorowa et al., 2016) (Figure S1A). We obtained 119/192 old and 99/192 young cells after quality control (Figure S1B; Supplemental Experimental Procedures) and used a k-means-based consensus clustering approach for single-cell transcriptomes (SC3) (Kiselev et al., 2017).

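With the cut-off given in the Supplemental Experimental Procedures, applied here as at least 2500 genes with at least 1 count, 115 of 192 old WT wells and 103 of 192 young WT wells passed. The pools contributed unequally, with 34 wells of old pool A and 81 of old pool B, and with 21 wells of young pool A and 82 of young pool B. Passing cells held from 74373 to 910633 counts on genes at 18 months (median 375470) and from 31658 to 2371246 at 4 months (median 343096). The median number of genes detected per well was 2215 in old pool A, 3020 in old pool B, 2087 in young pool A and 3059 in young pool B. Both rules mattered: when a gene needed 5 counts, 30 old and 24 young wells remained, and with a cut-off of 1300 genes 183 and 182 did.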

**Figure 1:**
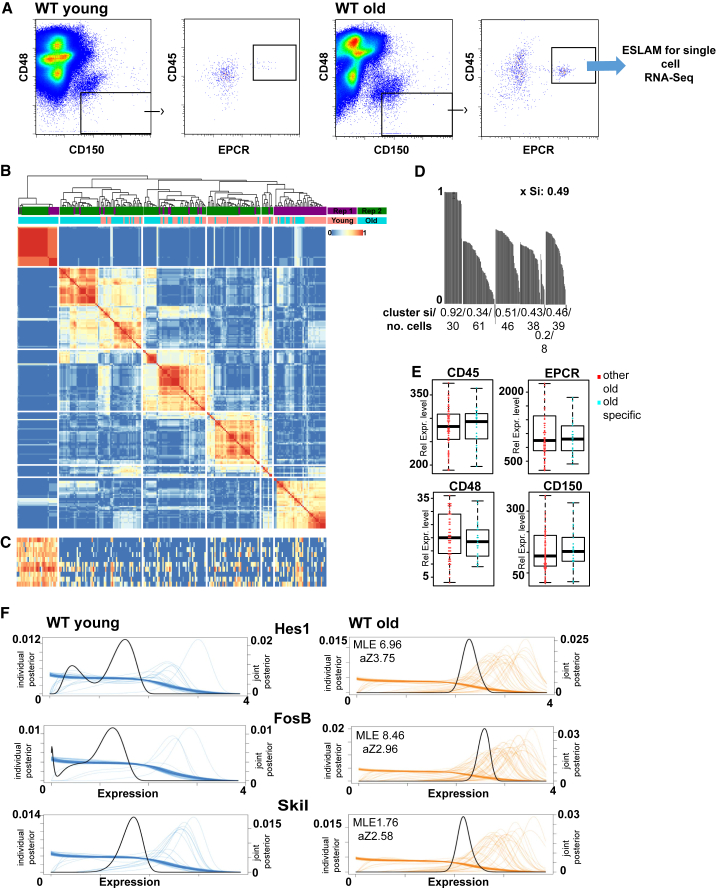
LT-HSCs Display a Distinct Subpopulation with Age (A) Sorting strategy for HSCs. (B) SC3 clustering of young and old HSC transcriptomes. Replicates: purple and green bars. Age: orange (young) and turquoise (old) bars. Similarity between cells is indicated from blue to red (identical). Rep, replicate. (C) Heatmap of top ten marker genes of cluster 1. Expression is shown from blue (low) to red (high). (D) Silhouette plots for all clusters. The silhouette index (si) and the number of cells per cluster are given. xSi, average silhouette index. (E) Boxplots for ESLAM marker intensity for old-specific (blue) and other old (red) HSCs. Rel. Expr., relative expression. (F) SCDE plots for marker genes of cluster 1 in young (blue) and old (orange) HSCs. Expression levels of individual cells are indicated by individual lines. See also Supplemental Experimental Procedures.

One cluster was entirely made up of old HSCs from replicate mice (referred to as an “old-specific” cluster) (Figure 1B) being well defined as measured by silhouette index ([Si] 0.92; Figure 1D) and distinct. 

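Clustering the 218 WT cells into 6 clusters gave 1 cluster of 39 cells whose marker genes included the most cluster 1 genes of Table S1. It held 37 old and 2 young cells, and its mean silhouette index was 0.63, the highest of the clusters with more than 2 cells, against 0.48 over all cells. By pool, the cluster took 12 of 34 cells of old pool A (35.3%, 95% Wilson interval 21.5 to 52.1%) and 25 of 81 cells of old pool B (30.9%, 21.9 to 41.6%). It took 0 of 21 cells of young pool A (upper bound 15.5%) and 2 of 82 cells of young pool B (2.4%, 0.7 to 8.5%). With these settings, the shares of the old pools differed from each other by less than their intervals, and both lay above those of the young pools. Pooled, 32.2% of old and 1.9% of young cells were in the cluster, a difference of 30.2 percentage points (Fisher's exact test over cells, p = 5.8e-10). Lowering the quality cut-off to 1300 genes moved this difference most among the settings that kept every pool, to 13.7 points, and left 0 of 91 cells of old pool A in the cluster (upper bound 4.1%) against 26 of 92 of old pool B. Leaving out young pool A also took old pool A out of the cluster (0 of 34 cells against 25 of 81 in pool B). The presence of the cluster in both old pools therefore depended on these settings. Under the other settings that kept old pool A, between 35.3 and 44.1% of its cells were in the cluster. These include random starts 2 to 6, added after the data were seen. The paper reasons from the age of the cells in the cluster, their origin in replicate mice and the silhouette index that the cluster is specific to old HSCs and distinct.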

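Marker genes were called in the rebuilt clustering with SC3's rule, an area under the ROC curve (AUROC) above 0.6 and a Holm-adjusted Wilcoxon p under 0.1, the loosest values in Table S1, after each gene is assigned to the cluster with the highest mean rank. The old-specific cluster of 39 cells had 47 marker genes, with AUROC between 0.64 and 0.98. Of the 47 genes, 38 (80.9%) are among the cluster 1 genes of Table S1, 59 of which were among the 8885 genes tested (hypergeometric p = 3.5e-81). Because the cells were clustered on the same values, the p of a marker gene is not evidence that the cluster exists. The cluster was itself picked by its number of Table S1 genes, and that list came from the same cells, so the overlap p is no test either. The 3 genes at the head of Table S1 were also at or near the top here. Hes1 (ENSMUSG00000022528, chromosome 16 of GRCm38, 30064384 to 30067796) had an AUROC of 0.983 and was detected in 100.0% of cluster cells and 22.9% of the other cells. Btg2 (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120) had an AUROC of 0.977 and was detected in 100.0% and 35.8%. Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) had an AUROC of 0.952 and was detected in 97.4% and 34.6%. Of the 21 named genes, the first 20 of Table S1 and Socs3, 18 were marker genes of the cluster, and Jun, Csrnp1 and Gm11175 were not. Jun (AUROC 0.846 for the old-specific cluster) and Csrnp1 (0.787) were assigned to a cluster of 2 cells, where their mean rank was higher. Gm11175 (chromosome 8, 70699162 to 70700080) lies antisense within Jund (70698949 to 70700616) and had 0 counts in every passing cell of the files. The stricter rule of an AUROC above 0.85 and an adjusted p under 0.01 changed the count most, leaving 13 shared genes.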

Marker genes driving cluster formation were calculated using SC3 (n = 62; Figure 1C; Table S1). To investigate whether a similar cluster exists in young LT-HSCs, cells were clustered separately (Figure S1C), with no similar cluster detectable (Figure S1C). 

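The 103 young WT cells, 21 from pool A and 82 from pool B, were clustered alone into 5 clusters. Over all 5 clusters, 55 marker genes were called, and 1 of them was a cluster 1 gene of Table S1, against 0.3 expected by chance from the 51 such genes among the 8669 tested (hypergeometric p = 0.28). That gene was a marker of a cluster of 2 cells, both from pool A. The mean silhouette index over all young cells was 0.49. Lowering the quality cut-off to 1300 genes gave 2 shared genes, the largest change among the alternatives. From the absence of a cluster with these marker genes, the paper concludes that young LT-HSCs have no similar cluster.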

Re-clustering old LT-HSCs separately identified the old-specific cluster with an identical subset of marker genes (Figure S1C). 

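The 115 old WT cells were clustered alone into 4 clusters. A cluster of 20 cells with a silhouette index of 0.56 carried 28 marker genes, of which 24 (85.7%) were cluster 1 genes of Table S1 and 23 were also markers of the old-specific cluster found with young and old cells together. All 20 cells came from pool B, where they were 24.7% of 81 cells (95% Wilson interval 16.6 to 35.1%), while 0 of 34 cells of pool A fell in it (upper bound 10.2%). The division of pool A depended on the settings. With 1 cluster fewer, 9 of 34 cells of pool A (26.5%) and 20 of 81 cells of pool B joined the cluster, and 39 genes were shared with Table S1. The count moved most with the quality cut-off at 1300 genes, to 47 shared genes. From the shared marker genes, the paper concludes that the old-specific cluster is present when old LT-HSCs are clustered alone.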

To ensure that differences in cell type were not driving the clustering, we compared ESLAM markers from the index sort data with no difference in intensity of CD45 (p = 0.8925), CD48 (p = 0.4851), CD150 (p = 0.7208), or EPCR (p = 0.6472) expression (Figure 1E). To validate the marker genes, we used single-cell differential expression (SCDE) (Kharchenko et al., 2014) to identify differentially expressed genes between the old-specific subpopulation and the other HSCs. SCDE confirmed a subpopulation of old LT-HSCs expressing marker genes identified by SC3 (Figure 1F). 

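SCDE was not run here, and the marker genes were compared between groups from the counts. In the rebuilt clustering, Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) had a mean log2(CPM + 1) of 8.75 in the 39 cells of the old-specific cluster, 2.92 in the other 78 old cells and 1.43 in all 179 cells outside the cluster. Hes1 had 9.50 in the cluster, 1.40 in the other old cells and 1.09 in all other cells. Zfp36 (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253) had 10.92, 5.78 and 4.32. The cells were grouped on the same values, so these differences describe the cluster and do not test it. Between labelled groups, 20 of the 21 named genes were detected in a larger share of old than of young WT cells, and for the same 20 genes the summed counts of both old pools lay above those of both young pools. From the expression of the marker genes in part of the old cells, the paper concludes that SC3 and SCDE find the same subpopulation.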

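The mean marker score was 3.61 ± 1.95 (SD, n = 115 cells) in old WT and 1.87 ± 0.87 (SD, n = 103 cells) in young WT. The difference of 1.74 had a p of 1e-05 in a permutation test over cells, the smallest value that 100000 permutations can give. Within pools A it was 1.60 (34 and 21 cells, permutation p = 0.00089) and within pools B 1.76 (81 and 82 cells, permutation p = 1e-05). The pool means were 3.70 and 3.57 at 18 months and 2.09 and 1.81 at 4 months, so the ages differed by more than the pools of an age. In old WT, 44 of 115 cells (38.3%) were marker-high, and in young WT 6 of 103 (5.8%), a difference of 32.4 points (Fisher's exact test, p = 4.8e-09). This difference was 31.7 points within pools A (Fisher's exact test, p = 0.015) and 32.2 points within pools B (p = 2.2e-07). The marker genes were chosen by the paper from the same cells, so the scores describe the cells and are no independent test. With a pseudocount of 10 in place of 1, the score difference fell to 1.09, and with only the first 20 genes it rose to 2.67, the largest changes on the log2 scale. The paper concludes from its clustering and SCDE that a transcriptionally distinct part of the old LT-HSCs exists.

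**Figure D1:**
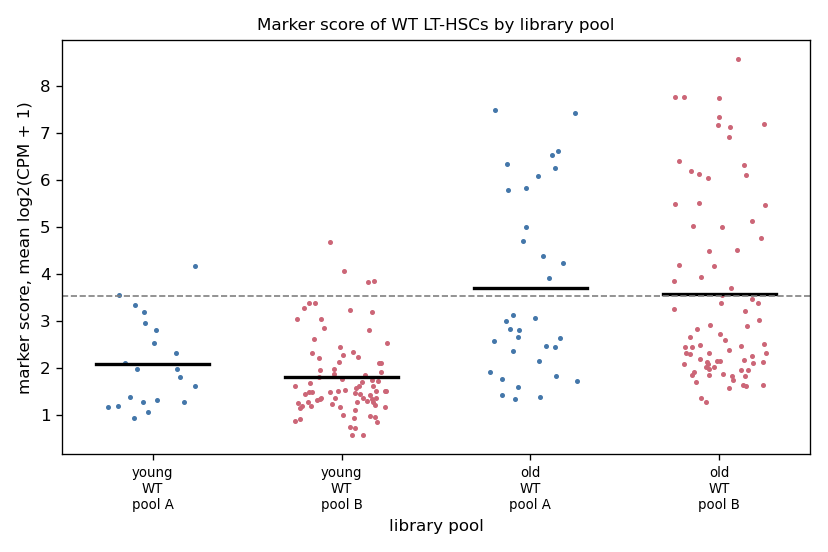
Marker score (vertical axis, mean log2(CPM + 1)) of each WT cell that passed quality control, by library pool (horizontal axis). Points are cells, blue in pools A and red in pools B, black bars are pool means, and the dashed line at 3.53 is the 95th percentile of the young WT cells. A part of the cells of each old pool lies far above the line.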

In summary, we identified a transcriptionally distinct subpopulation of old LT-HSCs.

### The Old-Specific Cluster Is Characterized by Anti- and Pro-proliferative Pathways

To characterize the old-specific cluster, we characterized the marker genes underlying the clustering (Figure 1C; Table S1). One of the top marker genes, the cell-cycle regulator Cdkn1a, is a well-known p53 target (Beckerman and Prives, 2010), with p53 previously having been implicated in regulating HSC aging and quiescence (Dumble et al., 2007). 

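Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm38, 29090976 to 29100727) encodes a protein that blocks the cell cycle. It had counts in 42 of 115 old WT cells (36.5%) and in 9 of 103 young WT cells (8.7%). By pool, it was detected in 32.4% of cells in old pool A and 38.3% in old pool B, against 4.8% in young pool A and 9.8% in young pool B. In the rebuilt clustering it was a marker gene of the old-specific cluster with an AUROC of 0.833 (0.886 in the paper's Table S1), and it was detected in 71.8% of cluster cells and 17.9% of the other old cells. With the counts summed per pool, its log2 fold change between old and young WT was 4.03 (standard error 1.56), with an adjusted p of 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 pools against 2. Leaving out old pool A moved it most, to 3.44. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873), which encodes p53, was detected in 65.2% of old and 63.1% of young cells (52.9% and 42.9% within pools A, 70.4% and 68.3% within pools B), and its AUROC for the cluster was 0.496. The paper names Cdkn1a as a known p53 target and takes its place among the top marker genes as the reason to test p53 regulation.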

To further test p53 regulation of the old-specific cluster, we used a list of senescence-specific p53 genes (Kirschner et al., 2015). 

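Figure 2A marks Btg2, Fosb, Cdkn1a, Egr1, Jun and Socs3 as senescence-specific p53 targets. All of these but Jun, 5 of 6, were marker genes of the old-specific cluster in the rebuilt clustering of WT cells. The mean number of the 6 genes detected per cell was 3.92 ± 1.499 (SD, n = 115 cells) in old WT and 1.70 ± 0.88 (SD, n = 103 cells) in young WT, a difference of 2.22 (permutation test, p = 1e-05, the smallest value possible). Within pools A the difference was 2.06 and within pools B 2.31, each with the same permutation p. The paper chose the 6 genes as markers from the same cells, so these differences describe the cells and are no independent test. The list of targets itself was not analysed here. From its size in Table S1 (313 genes), a population of 20000 genes and the 20 draws stated in the Supplemental Experimental Procedures, the hypergeometric p for 6 genes was 4.5e-07, with 0.3 genes expected. Socs3, counted among the 6, lies outside the first 20 genes of Table S1, so this p is too small for those 20. With 68 genes drawn in place of 20, an alternative chosen after the data were seen, the hypergeometric p was 0.00068. The paper takes the overlap as an enrichment of p53-related genes, many of which restrain proliferation.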

We identified a significant enrichment of marker genes as p53 related (6/68 marker genes, p = 1e−06; Figure 2A; Table S1), many of which are negative regulators of proliferation. We were unable to identify enrichment of p53 apoptosis (p = 0.5; Kirschner et al., 2015), autophagy (p = 0.06; Kenzelmann Broz et al., 2013), or checkpoint (p = 0.12; Kenzelmann Broz et al., 2013) targets in the marker genes (Figure 2A; Table S1). 

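Of the p53 apoptosis targets, Figure 2A marks Btg2 and Cdkn1a, and both were marker genes of the old-specific cluster in the rebuilt clustering. With the 788 targets listed in Table S1, a population of 20000 genes and 20 draws, 0.8 genes are expected, and the hypergeometric p for 2 genes was 0.19. With 68 genes drawn, an alternative added after the data were seen, it was 0.75. The autophagy and checkpoint target lists are not in the files analysed here. The paper reports that it found no enrichment of p53 apoptosis, autophagy or checkpoint targets in the marker genes.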

No p53 targets were detected in the marker genes of the other five clusters in Figure 1C (see Table S1).

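The other 5 clusters of the rebuilt clustering had 76 marker genes. None of the 11 genes that Figure 2A marks as p53, pStat3 or pStat5 targets was among these (0 of 76), and no cluster 1 gene of Table S1 was. A gene is assigned to a single cluster, and all of the 11 but Jun were assigned to the old-specific one. Their absence from the other clusters was therefore set by the rule and is no test. The full target lists were not analysed here, so targets outside Figure 2A were not looked for. The paper reports no p53 targets among the marker genes of the other 5 clusters.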

**Figure 2:**
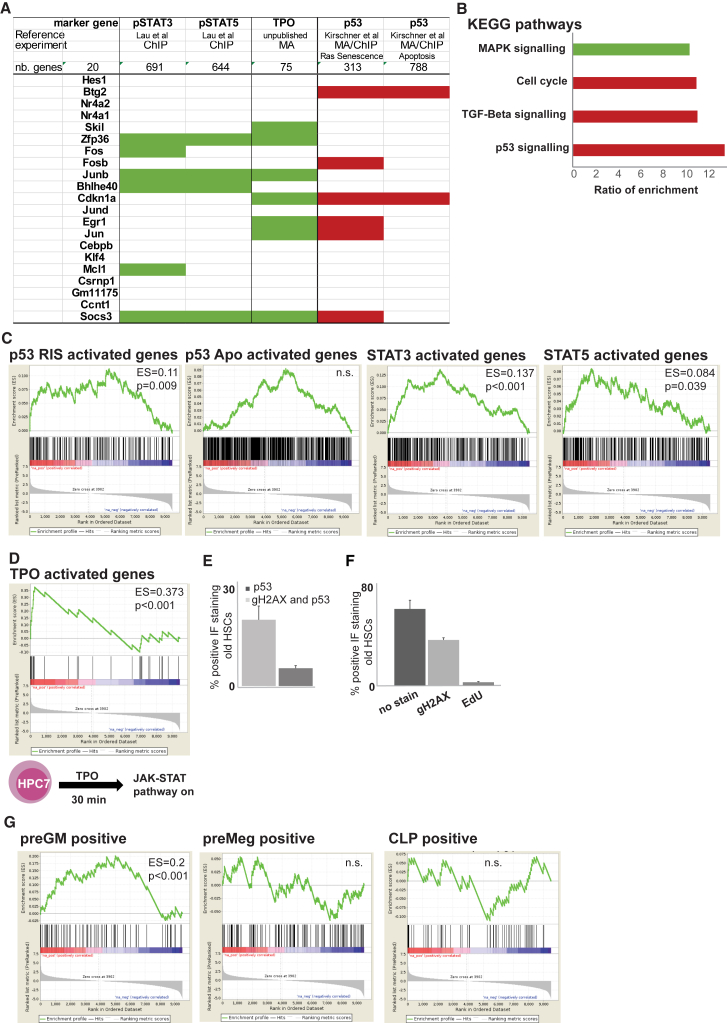
Age-Specific Cluster Carries Signature of Pro-proliferative and Anti-proliferative Stimuli (A) Manual annotation of top 20 marker genes with Ras senescence (RIS), apoptosis (Kirschner et al., 2015), and pStat3 and pStat5 datasets (Lau et al., 2015). Red indicates p53, and green indicates pStat targets. (B) KEGG pathway analysis of marker genes for old-specific cluster. Selected pathways are shown as ratio of enrichment (green indicates pro-proliferative, and red indicates anti-proliferative). (C) GSEA for p53 RIS, apoptosis (Apo), and STAT3 and STAT5 targets. p values and enrichment scores are shown. (D) Schematic of TPO-regulated microarray experiment in HPC7. GSEA of TPO-specific targets and marker gene list. (E) IF quantification of old HSCs for p53Ser15 and/or gH2AX (n = 3; error bars indicate SEM). (F) Quantification of EdU (5-ethynyl-2′-deoxyuridine) incorporation, gH2AX, and p53 in old HSCs (n = 3; error bars indicates SEM). (G) GSEA for lineage markers. ChIP, chromatin immunoprecipitation, MA, microarray; TGF, transforming growth factor; n.s., not significant; nb, number of genes.

In the marker gene list, we noted multiple jun/fos transcription factors that are targets of JAK/STAT signaling in the hematopoietic system, where JAK/STAT stimulates proliferation and differentiation (Rawlings et al., 2004). 

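Of the jun/fos genes among the marker genes, Fos (ENSMUSG00000021250, chromosome 12 of GRCm38, 85473890 to 85477273) had counts in 93.9% of 115 old WT cells and 40.8% of 103 young WT cells. Fosb was detected in 63.5% and 4.9%, Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) in 78.3% and 42.7%, Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) in 90.4% and 47.6%, and Jund in 93.9% and 69.9%. The direction was the same within pools A and within pools B for every one of the 5 genes. Within pools A the shares were 94.1% and 33.3% for Fos, 61.8% and 9.5% for Fosb, 70.6% and 52.4% for Junb, 88.2% and 57.1% for Jun and 88.2% and 61.9% for Jund. Within pools B they were 93.8% and 42.7%, 64.2% and 3.7%, 81.5% and 40.2%, 91.4% and 45.1%, and 96.3% and 72.0% in the same order. Detection was not confined to the old-specific cluster, since Fos had counts in 92.3% and Jun in 87.2% of the old cells outside it. The AUROC for the cluster was 0.914 for Fos, 0.917 for Fosb, 0.929 for Junb, 0.8897 for Jund and 0.846 for Jun. With counts summed per pool, the log2 fold change of Fos between old and young WT was 2.38 (standard error 0.48), with an adjusted p of 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the filter on low counts, edgeR's adjusted p for Fos was 0.027 at a log2 fold change of 2.39. The paper reasons from these transcription factors that JAK/STAT targets are to be tested in the marker genes.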

To test for enrichment of JAK/STAT targets, we compared the marker genes with chromatin immunoprecipitation sequencing (ChIP-seq) data from patient megakaryocytes, where the JAK/STAT pathway drives disease (Lau et al., 2015). We identified a significant enrichment of STAT targets (Lau et al., 2015) in our marker genes (green fields in Figure 2A: p = 0.0005 for pStat3 targets 6/68, and p = 0.0006 for pStat5 targets 4/68; Table S1). 

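Figure 2A marks Zfp36, Fos, Junb, Bhlhe40, Mcl1 and Socs3 as pStat3 targets, and Zfp36, Junb, Bhlhe40 and Socs3 also as pStat5 targets. All 6 were marker genes of the old-specific cluster in the rebuilt clustering. Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) was detected in 40.9% of old and 9.7% of young WT cells (35.3% and 0% within pools A, 43.2% and 12.2% within pools B), with an AUROC of 0.759 for the cluster. Old WT cells had counts for 4.18 ± 1.37 (SD, n = 115 cells) of the 6 genes and young WT cells for 2.12 ± 1.28 (SD, n = 103 cells), a difference of 2.07 (permutation test, p = 1e-05, the smallest value possible). It was 1.89 within pools A (permutation p = 4e-05) and 2.15 within pools B (permutation p = 1e-05). These 6 genes too were chosen by the paper as markers from the same cells, so the differences are no independent test. The ChIP-seq target lists were not analysed here. From their sizes in Table S1 (691 and 644 genes), 20000 genes and 20 draws, the hypergeometric p was 4.3e-05 for the 6 pStat3 targets and 0.0034 for the 4 pStat5 targets. Both sets of targets include Socs3, which lies outside the first 20 genes of Table S1, so each p is too small for those 20. Drawing 68 genes, an alternative added after the data were seen, gave 0.030 and 0.18. The paper concludes from the overlap that STAT targets are enriched in the marker genes.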

No Stat3 or Stat5 targets were detected in the other five clusters in Figure 1C (Table S1). 

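None of the pStat3 and pStat5 targets marked in Figure 2A was among the 76 marker genes of the other 5 clusters in the rebuilt clustering. A gene is assigned to a single cluster, and all of these targets were assigned to the old-specific one. The rule therefore allowed no other result, and this is no test of where STAT targets occur. The marker genes of these clusters numbered 17, 9, 1, 39 and 10, and the 39 belonged to a cluster of 2 cells. Targets outside Figure 2A were not looked for, since the full lists were not analysed here.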

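Per cell, the 39 cells of the old-specific cluster in the rebuilt clustering had counts for 5.26 ± 0.94 (SD) of the 6 p53 senescence targets of Figure 2A and for 5.41 ± 0.75 (SD) of the 6 pStat3 or pStat5 targets. The 78 other old WT cells had counts for 3.24 ± 1.24 (SD) and 3.58 ± 1.18 (SD). At least 3 genes of each set were detected in 39 of 39 cluster cells (100%), 55 of 78 other old cells (70.5%) and 13 of 103 young cells (12.6%). Socs3 belongs to both sets, and the cells were clustered on values that include these genes, so the contrast with the cluster is not a test. The paper proposes from the marker genes that p53 and JAK/STAT signaling are active together in the old-specific cluster.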

In summary, analysis of the marker genes suggested a co-activation of cell-cycle repressing p53 and pro-proliferative JAK/STAT signaling in the old-specific cluster.

Several lines of evidence are consistent with the concept that pro-proliferative and anti- proliferative stimuli exist in the same old HSC subpopulation. First, unbiased KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis of the marker genes (Kanehisa et al., 2012) revealed an enrichment for “cell cycle” due to the presence of cell-cycle inhibitors, p53 targets (Figure 2B, red bars), and the MAPK pathway (Figure 2B, green bar), which is driven by JAK activation in hematological cells (Vainchenker and Constantinescu, 2013).

Second, we compared gene target lists for p53, STAT3, and STAT5 to marker genes for the old-specific HSC cluster. Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) highlighted a significant enrichment of senescence-specific p53 (p53 enrichment score [ES] = 0.11, p = 0.009), STAT3 (ES = 0.137, p < 0.001), and STAT5 (ES = 0.084, p = 0.039) targets in those marker genes (Figure 2C). No enrichment of apoptosis (no values returned; data not shown) or checkpoint-related p53 targets (p = 0.44; Figure S2A) were detected. 

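GSEA was not repeated, since the gene sets were not analysed here, and old and young WT cells were compared gene by gene. Counts were summed over the passing cells of each pool and tested with edgeR's quasi-likelihood test (TMM normalization) in 1 fit of the 8 pools of 4 and 18 months. Of 14065 genes tested between old and young WT, 0 had a Benjamini-Hochberg adjusted p under 0.05 with 2 pools against 2. On simulated data edgeR's test recovered 0 of 200 genes changed 2-fold, 1 of 200 changed 4-fold and 49 of 200 changed 8-fold. The simulation compared all 4 pools of 18 months with all 4 pools of 4 months. Even there, most changes of 8-fold or less were missed. What the comparison of 2 pools against 2 can detect was not simulated. The log2 fold changes of the 20 named genes that could be tested were all positive, from 0.52 to 4.51, and none passed the threshold. With the pool letter as a replicate block the count stayed at 0 genes. The letters are an order of pool numbers and not a pairing given by the paper, but they follow the technical batches seen in the spike-ins. Across genes they paired the pools weakly, since the deviations of pools with the same letter had a mean correlation of 0.04. DESeq2 in place of edgeR changed the count most, to 207 genes. The paper reports enrichment of p53 and STAT targets in the marker genes of the cluster, and none between pooled young and old HSCs.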

GSEA found no enrichment of p53 and STAT3/5 targets comparing pooled young and old HSCs (p = 0.422 for p53 apoptosis, p = 0.65 for p53 RIS, p = 0.44 for Stat5, and p = 0.357 for Stat3; Figure S2B; data not shown).

Third, we generated a JAK/STAT signature mimicking HSC behavior by stimulating a stem-cell-like cell line (HPC7) with thrombopoietin (TPO) for microarray analysis (Figure 2D) (Park et al., 2016). Binding of TPO to its receptor activates JAK2 and its downstream targets STAT1, -3, and -5 (Rawlings et al., 2004). GSEA highlighted a strong enrichment of TPO-regulated genes (top 100 genes, p < 9.81e−10) in the old-specific cluster (Figure 2D).

Lastly, we confirmed the old-specific cluster by indirect immunofluorescence (IF) in HSCs from young and old mice (n = 3) for p53 phosphorylated at serine 15 (pp53Ser15) and FosB phosphorylated at serine 27 (pFosBSer27). Only old HSCs showed high levels of pp53Ser15 and pFosBSer27 (Figure S2C). p53 response and senescence are associated with persistent levels of DNA damage. We stained old HSCs for p53 for gH2AX by IF and blind scored cells with more than five gH2AX foci. We found an enrichment for gH2AX over p53-positive cells (Figure 2E; Figure S2D), providing a mechanism for p53 upregulation. We tested the gH2AX-positive old HSCs for changes to proliferation by EdU injection into mice and co-staining for gH2AXpSer139 protein using IF. EdU incorporation was absent from gH2AX-positive cells, suggesting reduced proliferation (Figure 2F).

### The Old-Specific Cluster Is Enriched for Myeloid-Biased HSCs and Regulated by Transcription Factors Controlling Quiescence and Proliferation

One feature of the aging HSC compartment, the myeloid basis, has been described on a single-cell basis (Grover et al., 2016). To identify lineage biases in our old-specific cluster, we overlaid our marker gene list with gene sets for bi-potent granulocyte/macrophage progenitors (preGM), megakaryocyte/erythroid progenitors (preMeg), and common lymphoid progenitors (CLPs) using GSEA (Pronk et al., 2007). We identified an enrichment of preGM genes (ES = 0.2, p < 0.01), with no enrichment in preMeg or CLP genes (Figure 2G), suggesting a myeloid bias in our old-specific HSC cluster. These results could explain the myeloid bias emerging with age where a subset of myeloid-primed HSCs reconstitute the blood system more frequently over time, followed by exhaust, leaving a large pool of myeloid-primed progenitors in the system.

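Table S2 lists 10 transcription factors that are also among the named marker genes, Hes1, Nr4a2, Nr4a1, Fos, Fosb, Junb, Jund, Egr1, Jun and Klf4. In the rebuilt clustering, 9 of 10 were marker genes of the old-specific cluster, all but Jun, and their AUROC ranged from 0.84 to 0.98. The share of cells with counts ranged from 74.4 to 100% in the 39 cluster cells and from 9.0 to 92.3% in the other 78 old WT cells. Klf4 (ENSMUSG00000003032, chromosome 4 of GRCm38, 55527143 to 55532466) had the lowest share in both groups. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) was detected in 92.2% of old and 75.7% of young WT cells (82.4% and 71.4% within pools A, 96.3% and 76.8% within pools B). The largest log2 fold change between the summed counts of old and young WT pools was that of Hes1, 4.51 (standard error 1.13, adjusted p 1.0 from edgeR's quasi-likelihood test). With DESeq2, it was 4.53 with an adjusted p of 0.015. The paper counts part of the transcription factors among its marker genes, not all of them, as regulators of quiescence and proliferation.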

We interrogated the marker genes specific to our old-specific HSCs with respect to regulation of HSC function and found 8/12 transcription factors regulating quiescence and proliferation (Table S2, p = 6.779747e−24). Nuclear receptor subfamily 4 group A member 1 (Nr4a1) has been reported to be upregulated on myeloid-biased HSCs (Land et al., 2015), further supporting the myeloid bias. 

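Nr4a1 (ENSMUSG00000023034, chromosome 15 of GRCm38, 101254269 to 101274795) was a marker gene of the old-specific cluster with an AUROC of 0.968 (0.959 in the paper's Table S1). It was detected in 100.0% of the 39 cluster cells and 66.7% of the other 78 old WT cells, with a mean log2(CPM + 1) of 10.47 against 2.84. Over labelled groups, 89 of 115 old WT cells (77.4%) and 58 of 103 young WT cells (56.3%) had counts. Within pools A the shares were 67.6% and 42.9%, and within pools B 81.5% and 59.8%. Its log2 fold change over the WT pools was 1.36 (standard error 0.82, adjusted p 1.0 from edgeR's quasi-likelihood test). The widest change came from leaving out young WT pool B, which gave 1.98. Over the 8 pools of both genotypes it was -0.16 (standard error 0.66, adjusted p 1.0 from edgeR). From published work on Nr4a1, the paper takes its place among the marker genes as further evidence of a myeloid bias.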

Perturbations of some marker genes have been reported and suggest an enrichment for quiescence regulators in the old-specific subcluster (Table S3).

### Constitutive Jak2 Activation Increases Contribution to the Age-Specific Subpopulation of LT-HSCs

The upregulation of the p53 pathway in Jak2 context has previously been reported in erythroblasts from patients with myeloproliferative disease (MPN) (Chen et al., 2014). In the majority of MPNs, Jak2 is constitutively active through a mutation leading to JAK2V617F (Baxter et al., 2005), where p53 is thought to maintain genome stability in the chronic phase of disease (Chen et al., 2014). 

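In young WT cells, Cdkn1a had counts in 1 pool A cell in 21 (4.8%) and in 9.8% of 82 pool B cells, and Trp53 in 42.9% and 68.3%. The young cells had a mean of 1.70 of the 6 p53 senescence targets of Figure 2A detected per cell. Of the 103 young cells, 2 (1.9%, 95% Wilson interval 0.5 to 6.8%) fell in the old-specific cluster, and 1 Table S1 cluster 1 gene was a marker in the clustering of young cells alone. Proliferation was not measured in the files analysed here. The paper reads the absence of the cluster in young cells as a lack of p53 activation.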

In this study, we did not observe activation of p53 in proliferating young HSCs (Figures 1C and S1C). One explanation for the lack of p53 activation in young HSCs is that p53 upregulation correlates with number of replications, similar to the role of p53 in replicative senescence (Beauséjour et al., 2003). To test the association between JAK/STAT-driven proliferation and p53 activation, we used single-cell approaches in homozygous JAK2V617F mice, where JAK2V617F provides a constant proliferative stimulus (Li et al., 2014). We first characterized proliferation kinetics of single young and old wild-type (WT) and JAK2V617F HSCs in vitro and found a significant increase in proliferation in young JAK2V617F HSCs after 72 hr in culture (p = 0.002, first division; p = 0.0001, second division; p = 0.0001, third division) (Figures 3A and 3B). 

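Of the 62 young JAK2V617F cells that passed quality control, 4 came from pool A and 58 from pool B. Clustered with the WT cells and the old JAK2V617F cells, 0 of 62 fell in the old-specific cluster (95% Wilson upper bound 5.8%), against 1 of 103 young WT cells (1.0%). Marker-high cells were 2 of 62 (3.2%) in young JAK2V617F and 6 of 103 (5.8%) in young WT, a difference of -2.6 points (Fisher's exact test, p = 0.71). Within pools B the shares were 3.4% and 4.9% (Fisher's exact test, p = 1), and pool A held too few JAK2V617F cells to compare. Cdkn1a had counts in 5 of 62 young JAK2V617F cells and 9 of 103 young WT cells. With counts summed per pool, 0 of 14065 genes differed between the genotypes at 4 months (edgeR's quasi-likelihood test, adjusted p under 0.05). The share was most sensitive to the marker-high threshold: at the 99th percentile of young WT the difference was 1.3 points. From division kinetics in culture, the paper concludes that JAK2V617F raises proliferation in young LT-HSCs. From the transcriptomes and the staining, it concludes that no p53 response is evoked.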

Consistent with our transcriptomic data (Figure 3C), we failed to detect p53 activation in young JAK2V617F HSCs by IF for pp53Ser15 (Figure 3D), concluding that JAK2V617F increases proliferation without evoking a p53 response in young LT-HSCs. We tested whether JAK2V617F exerts an effect with age through a prolonged, lifelong increase in proliferation. We found two lines of evidence agreeing with prolonged, and not acutely enforced, proliferation evoking the old-associated p53 signature. First, we characterized the proliferation kinetics of single old JAK2V617F HSCs in vitro where old JAK2V617F HSCs show a loss of JAK2V617F-driven increased proliferation as measured by numbers of division at 72 hr in culture (p = 0.2117, first division; p = 0.0046, second division; p = 0.0039, third division). In agreement with published data in heterozygous JAK2V617F context (Kent et al., 2013), old homozygous JAK2V617F HSCs show a significant decrease in average division when compared to old WT HSCs at 48 and 72 hr in culture (48 hr: p = 0.007, first division; p = 0.0001, second division; p = 0.106, third division; 72 hr: p = 0.0338, first division; p = 0.0004, second division; p = 0.2142, third division) (Figures 3A and 3B). In summary, the JAK2V617F-enhanced proliferative effect seen in young HSCs is lost in old HSCs.

**Figure 3:**
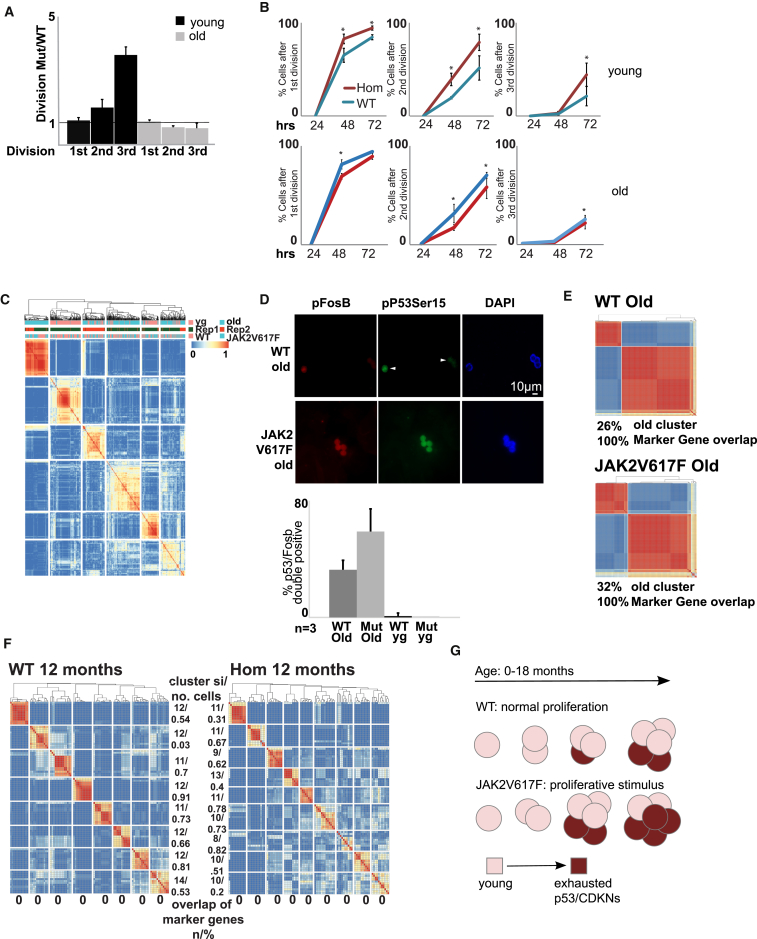
Constitutively Active JAK2 Increases Cell Contribution to the Old-Specific Subpopulation (A) Kinetics of JAK2V617F and WT HSCs. Ratios of JAK2V617F and WT for indicated divisions in young (black) and old (gray) HSCs. Black line denotes WT levels (n = 3; error bars indicate SEM). Mut, mutated. (B) Kinetics data from young (upper row) and old (lower row) WT (blue) and homozygous (Hom) JAK2V671F (red) HSCs. Percentage of all cells upon division (n = 3; error bars indicate SEM). hrs, hours. (C) SC3 clustering of HSC transcriptomes from young (yg; upper orange bars) and old (upper turquoise bars) WT (lower orange bars) and JAK2V617F (lower turquoise bars) mice. Replicates are indicated in green and red. Similarity between cells is indicated from blue to red (identical). (D) SC3 clustering of old HSC transcriptomes from WT and JAK2V617F mice (replicate 1). Overlap with marker genes is given as a percentage. Cell number for old-specific HSCs is given as a percentage of all old HSCs. (E) Immunofluorescent images of old WT and JAK2V617F HSCs stained for pSer15p53 (green), pSer27FosB (red), and DAPI (blue). Bar plots quantify the percentage of double-positive HSCs from indicated mice (n = 3; error bars indicate SEM). (F) SC3 clustering of 1-year-old WT and JAK2V617F HSCs. Similarity between cells is indicated from blue to red (identical). Overlap with marker genes is shown in percentages. (G) Model for relation between proliferation and functional decline of HSCs. Compared are physiological (upper row) against enforced proliferation through JAK2V617F (lower row). Young HSCs in the JAK2 condition expand faster (number of cells) but exhaust more readily upregulating p53- and cyclin-dependent kinase inhibitors (CDKNs; shades of red). Arrow cycle indicates self-renewal.

Second, to establish causality for Jak2 driving the old-specific cluster formation, we tested the effect of the long-term increase in proliferation on individual cells in the aging HSC compartment using single-cell transcriptomics. 

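Homozygous JAK2V617F mice carry the activating mutation of the JAK2 kinase found in most myeloproliferative neoplasms. The files hold 192 wells of LT-HSCs from 4-month-old and 192 from 18-month-old homozygous mice, again in 2 library pools (A and B) of 96 wells at each age, as raw counts per gene that the authors deposited without normalization. Counts on genes ranged from 477 to 2833759 per well at 4 months (median 289524) and from 1392 to 6618753 at 18 months (median 304060). The cut-off of 2500 genes left 62 young cells, 4 from pool A and 58 from pool B, and 127 old cells, 49 from pool A and 78 from pool B. For a passing cell of median depth, 3 counts are 0.0017% of the total at 4 months and 0.00090% at 18 months. Spike-ins took a median of 1.00% of counts in young pool A and 0.85% in old pool A, and 8.08% and 8.02% in the B pools, which placed the pools in the same technical batches as the WT pools. The young count changed most with the 1300-gene cut-off, to 159 cells, and the old count when a gene needed 5 counts, to 52 cells. The JAK2V617F cells were clustered together with the WT cells of 4 and 18 months into 6 clusters, and the marker score and its threshold were those of the WT cells.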

We generated single-cell transcriptional profiles of young (n = 70) and old (n = 139) LT-HSCs homozygous for JAK2V617F (Li et al., 2014). Following clustering by SC3 (Kiselev et al., 2017), we identified the same old-specific cluster as in the WT cells, evidenced by an identical set of marker genes (Figure 3E). 

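Clustering the 407 WT and JAK2V617F cells of 4 and 18 months into 6 clusters gave an old-specific cluster of 61 cells with a silhouette index of 0.59. It held 34 old WT, 26 old JAK2V617F, 1 young WT and 0 young JAK2V617F cells. It had 91 marker genes, of which 54 (59.3%) were cluster 1 genes of Table S1, and all 47 marker genes of the cluster found with WT cells alone were among them. In an unplanned clustering of the 127 old JAK2V617F cells alone into 4 clusters, 1 cluster of 28 cells had 35 marker genes, 26 of which were in the Table S1 list. Over random starts 2 to 6, added after the data were seen, the joint clustering shared between 31 and 54 marker genes with Table S1. From shared marker genes, the paper concludes that the cluster is the one found in WT cells.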

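In the clustering of both genotypes, the old-specific cluster took 13 of 34 cells of old WT pool A (38.2%, 95% Wilson interval 23.9 to 55.0%) and 21 of 81 cells of old WT pool B (25.9%, 17.6 to 36.4%). The intervals of the pools overlap. Over both pools it held 34 of 115 old WT cells (29.6%, 22.0 to 38.5%). The share moved most without old WT pool A, where another cluster was taken as the old-specific one and held 81 of 81 cells of pool B (100%). With cells of at least 1300 genes, it was 5.5% in pool A and 23.9% in pool B.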

A careful comparison of the number of cells in the old-specific cluster showed that it contained 26% and 33% of WT cells in replicates 1 and 2 respectively (Figure 3E; data not shown). 

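In the same clustering, 23 of 49 cells of old JAK2V617F pool A (46.9%, 95% Wilson interval 33.7 to 60.6%) and 3 of 78 cells of pool B (3.8%, 1.3 to 10.7%) were in the old-specific cluster. Over both pools, 26 of 127 JAK2V617F cells (20.5%) and 34 of 115 WT cells (29.6%) were in it, a difference of -9.1 points (Fisher's exact test over cells, p = 0.14). The pools of the JAK2V617F genotype differed by more than the genotypes. The sign of the difference was not stable. It was 1.5 points with 1 cluster fewer (28.2% of JAK2V617F pool B in the cluster) and 3.4 points with the 1300-gene cut-off. Over random starts 2 to 6 of the k-means step, which were added after the data were seen, it was 4.4, -7.4, -11.6, 3.6 and 0.4 points. The change was largest without old WT pool A, to -95.3 points, where another cluster was taken as the old-specific one. The marker-high share, which needs no clustering, was 55 of 127 (43.3%) in old JAK2V617F and 44 of 115 (38.3%) in old WT, a difference of 5.0 points (Fisher's exact test, p = 0.44). It was 49.0% against 41.2% within pools A (Fisher's exact test, p = 0.51) and 39.7% against 37.0% within pools B (p = 0.75). These differences were not detectable with this number of cells. The paper reports an increase of the cluster in the JAK2V617F context and states that it is not significant. Its figure legend describes a clustering of old cells of replicate 1, whereas young and old cells of both pools were clustered together here.

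**Figure D2:**
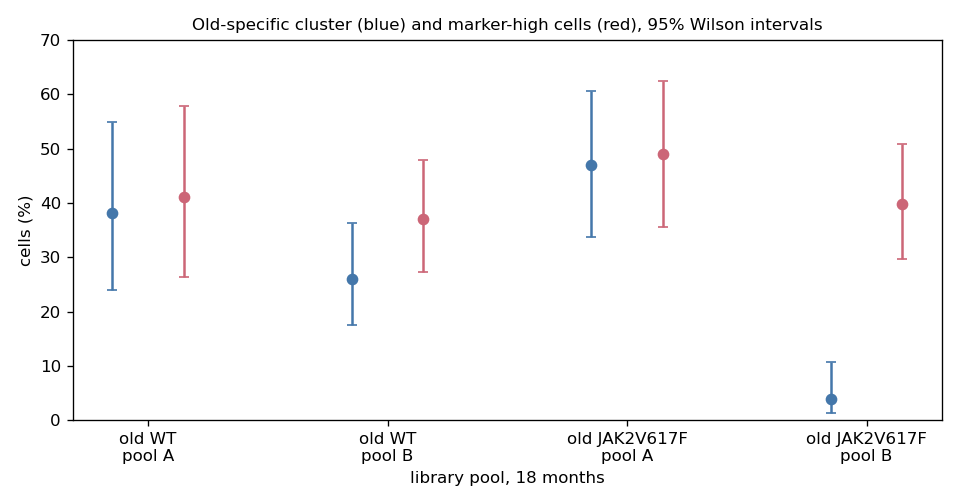
Percent of cells (vertical axis) of each 18-month library pool (horizontal axis) in the old-specific cluster (blue) and percent of marker-high cells (red). Points are shares of the passing cells of the pool and bars are 95% Wilson intervals. The cluster share of JAK2V617F pool B is 3.8% while its marker-high share is 39.7%.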

In the JAK2V617V homozygous context, this contribution increased to 32% and 47% for replicates 1 and 2, respectively (Figure 3E; data not shown), a statistically non-significant increase (p = 0.146). To optimize the number of cells included in our analysis, we scored 1,463 cells from 3 old and 3 young WT and JAK2V617F mice (Figure 3D), by positive pp53Ser15 and pFosB IF. In old WT LT-HSCs, we found an increase of 36% in double-positive HSCs when compared to young WT HSCs, an increase consistent with our scRNA-seq data. The old-specific cluster expanded to 64% in JAK2V617F HSCs, consisting of significant increase compared to WT (p = 0.0001). 

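LT-HSCs of 12-month-old mice were sequenced as 192 wells of WT and 192 wells of JAK2V617F mice, in 2 library pools (A and B) of 96 wells per genotype, and the authors deposited raw counts per gene as for the other ages. Counts on genes ranged from 731 to 1726163 per well in WT (median 275880) and from 2027 to 1757479 in JAK2V617F (median 238699). The cut-off of 2500 genes left 146 WT cells, 96 from pool A and 50 from pool B, and 135 JAK2V617F cells, 43 from pool A and 92 from pool B. Requiring 5 counts for detection left 28 and 26 cells, the largest change. For a passing cell of median depth, 3 counts are 0.00074% of the total in WT and 0.00088% in JAK2V617F. Spike-ins took a median of 50.2 and 53.2% of the counts in WT pools A and B and of 58.5 and 46.3% in the JAK2V617F pools, against at most 8.1% in every pool of 4 and 18 months. No pool of another age had a spike-in share in this range, so the batch and the age of the 12-month cells cannot be told apart. WT and JAK2V617F cells were clustered separately, into 8 and 9 clusters, and the marker score used the threshold of the young WT cells.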

To pinpoint the onset of the p53 signature in LT-HSCs, we generated single-cell transcriptional profiles of 12-month-old JAK2V617F mice (n = 2; 130 cells) and WT mice (n = 2; 144 cells) (Figure 3F). No overlap with the marker genes for the p53 cluster was found, suggesting that the onset of the p53 signature within LT-HSCs might be late in the mouse lifespan and a state switch-like, stochastic event. 

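Over all 8 clusters of 12-month WT cells, 14 marker genes were cluster 1 genes of Table S1, and over all 9 clusters of 12-month JAK2V617F cells 7 were. No single cluster had more than 4 in WT and 3 in JAK2V617F. Because the clusters had many marker genes, 3154 and 2330 of the 7405 and 7324 genes tested, 13.2 and 9.9 shared genes are expected by chance (hypergeometric p = 0.45 and 0.91). Under the stricter rule of an AUROC above 0.85 and an adjusted p under 0.01, the counts were 3 in WT and 4 in JAK2V617F, the largest change in WT. Marker-high cells were 0 of 146 in WT and 0 of 135 in JAK2V617F, with 95% Wilson upper bounds between 3.8 and 8.2% in the 4 pools. Over both genotypes, 29 of the 60 marker genes were detected in a smaller share of cells at 12 than at 4 months, and 30 in a larger share. Fos and Fosb had counts in 0 of 281 cells, and Btg2, Nr4a1 and Jund in 0.4, 3.6 and 3.9%. The threshold was therefore harder to reach at 12 months, and these shares do not date the onset of the signature. The mean marker score was 1.498 and 0.805 in WT pools A and B, and 0.65 and 1.59 in JAK2V617F pools A and B. Cdkn1a was detected in 5 of 146 WT and 34 of 135 JAK2V617F cells. In WT pool A, all 96 cells lay in the main cluster of their index row, and in JAK2V617F pool B 82 of 92 did, while WT pool B and JAK2V617F pool A each formed 1 cluster. From the lack of overlap with the marker genes, the paper proposes that the p53 signature begins late in life and as a switch.

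**Figure D3:**
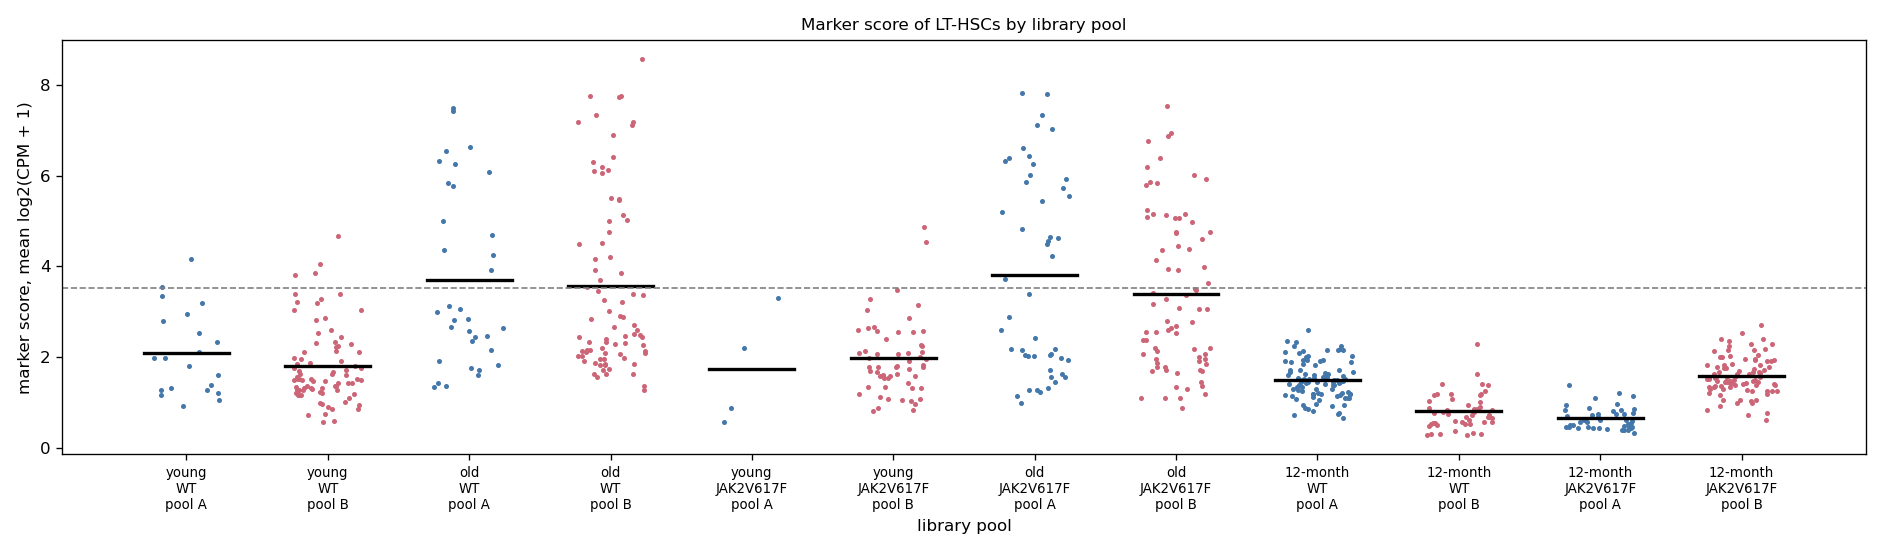
Marker score (vertical axis, mean log2(CPM + 1)) of each cell that passed quality control, by library pool (horizontal axis). Points are cells, blue in pools A and red in pools B, black bars are pool means, and the dashed line at 3.53 is the 95th percentile of young WT cells. No 12-month cell lies above the line. Fos and Fosb had no counts in any 12-month cell, which lowers the score there.

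**Figure D4:**
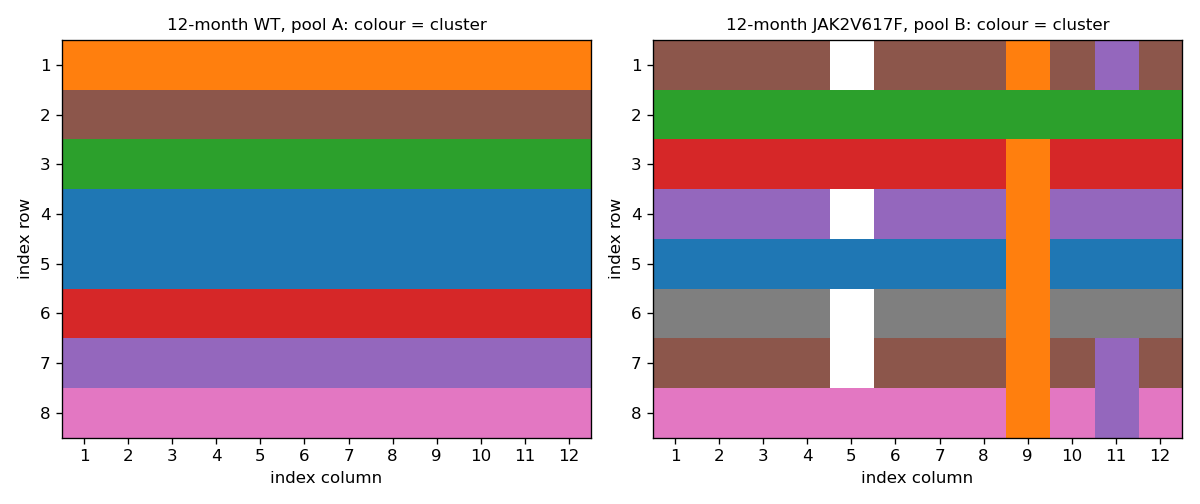
Cluster of each passing cell (colour) by its index column (horizontal axis) and index row (vertical axis) in 12-month WT pool A and 12-month JAK2V617F pool B. White wells did not pass quality control, and colours are not matched between the panels. In WT pool A every row has a single colour.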

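Averaged by pool, the marker score was 3.62 ± 0.18 (SD, n = 4 pools) at 18 months and 1.90 ± 0.16 (SD, n = 4 pools) at 4 months over both genotypes, a difference of 1.72 (exact permutation test, p = 0.029, the smallest value that 4 pools against 4 allow). Pools A scored 3.70 (WT) and 3.82 (JAK2V617F) at 18 months against 2.09 and 1.74 at 4 months, and pools B 3.57 and 3.40 against 1.81 and 1.97. The paper chose the marker genes from the WT cells of these ages, so the WT pools are no independent test. At 18 months the genotypes overlapped. Between JAK2V617F and WT, 0 of 14065 genes differed at 18 months, and in the test of age by genotype 0 of 14065 did (edgeR's quasi-likelihood test, adjusted p under 0.05, 2 pools per group). With a pseudocount of 10 the score difference between the ages fell to 1.09, and with the first 20 genes it rose to 2.61. The paper combines the cell shares of the sequencing with its immunofluorescence counts and proposes that constant Jak2 activation expands the old-specific cluster.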

Taken together, our data suggest that pro-proliferating constitutive Jak2 activation expands the old-specific cluster, evoking a p53 response (Figure 3G). We hypothesize that enforced proliferation in young HSCs leads to stem cell exhaust and p53 activation with age.

## Discussion

The regenerative capacity of a tissue declines with age. Whether this reduction of stemness is equally distributed between stem cells or affects only a subset of cells is not well understood. In this study, only a distinct subpopulation of HSCs carried a signature indicative of functional decline as characterized by p53 signaling, pointing toward functionally heterogeneous stem cell aging. Whether this heterogeneous decline in function serves as a strategy to ensure stem cell function over an entire lifespan is unclear.

A role for p53 in hematopoietic aging has been established. In HSCs, increased p53 activity leads to reduced functionality and proliferation with age, whereas decreased p53 levels increase HSC proliferative capacity with age (Dumble et al., 2007), suggesting a direct link between p53 dosage and regenerative capacity in HSCs. Despite the wealth of phenotypical characterization of p53 dosage on the HSC compartment as a whole, our single-cell approach reveals how p53 activation is distributed within the HSC compartment and provides the missing deconvoluted transcriptional signatures of p53-activated and unactivated aged HSCs. Observations from studies in progeroid and hyperactivated p53 mouse models suggest a more generalized role for p53, possibly extending the relevance of our findings to non-hematopoietic tissues (Varela et al., 2005, Tyner et al., 2002). We found that p53-activated HSCs co-expressed cell-cycle inhibitory and proliferative transcripts from MAPK and JAK/STAT signaling. This co-activation of pro- and anti-proliferative pathways has been described in senescent cells induced by hyperactivation of MAPK signaling (Serrano et al., 1997). A role for JAK2 signaling has previously been implicated in the senescence induction of hematopoietic-lineage-negative Sca^+^c-Kit^+^ cells (Li et al., 2010) with accumulation of γH2Ax foci, reduced rates of proliferation, and inhibition of apoptosis. These phenomena were only observed 26 weeks after JAK2V617F induction, suggesting a cumulative rather than an immediate effect of JAK2V617F on proliferation (Li et al., 2010). A link between enforced proliferation and stem cell exhaustion has been shown where loss of CDKN1A drives HSCs into hyperproliferation and subsequent exhaust (Cheng et al., 2000). A recent study showed number of cell divisions as a limiting factor in HSC regenerative capacity (Bernitz et al., 2016). Based on the co-activation of anti-proliferative pathways of p53 in individual HSCs, the opposing effects of JAK2V617F on HSC proliferation in young and old mice and the increase of p53-activated cells under prolonged, but not acute, JAK2V617F activation, we provide support for a link between cumulative proliferation and stem cell exhaustion with age.

We identified a myeloid bias in the old-specific HSC population that could not be detected in the other old HSCs (Figure 2F). Myeloid bias is well documented in the literature (Rossi et al., 2005), but molecular mechanisms are, thus far, elusive. We speculate that myeloid-biased HSCs proliferate more over the lifetime of a mouse, leading to HSC decline at the same time as providing a pool of myeloid-biased progenitors reconstituting the HSC compartment. This heterogeneity in HSC aging might be mediated by the bone marrow niche, where it has been shown that aged HSCs home further away from the endosteum compared to young HSCs, leading to decreased regenerative capacity (Geiger et al., 2013). However, this hypothesis awaits further investigation.

## Experimental Procedures

### Mice

Mice were generated as described previously (Li et al., 2014). All mice were kept in specific pathogen-free conditions and all procedures were performed according to rules of the Animal Welfare and Ethical Review Body (AWERB) and the UK Home Office regulations.

### Cell Isolation and Flow Cytometry

Single cells were obtained from bone marrow suspensions as described previously (Kent et al., 2013). ESLAM cells were isolated using CD45-FITC (clone 30-F11), EPCR-PE (clone RMEPCR1560), CD150-Pacific Blue (clone TC15), and CD48-APC (clone HM48-1).

### Single-Cell cDNA and Library Preparation

cDNA from single cells was obtained as described (Picelli et al., 2013). Illumina Nextera reagents were used for library construction and sequenced on the HiSeq 2500 Sequencing System (125-bp paired-end [PE] reads).

### Data Analysis

Data analysis was performed using SC3 and SCDE tools (Kiselev et al., 2017, Kharchenko et al., 2014). For details, see the Supplemental Experimental Procedures.

### IF

ESLAM cells were processed as described previously (Li et al., 2010), using anti-p-Serine15 p53 (clone 16G8), anti-p-Serine139 gH2AX (JBW39), and anti-p-Serine27 FosB (ab 62433) antibodies. Cells were blinded and scored on an AxioImager Z2 (Zeiss). A two-sided Fisher’s exact test was used to calculate p values.

### Single ESLAM Cultures

Single ESLAM cells were cultured, blinded, and counted as described previously (Kent et al., 2013). A two-sided Fisher’s exact test was used to calculate the p values.

### HPC7 Cell Culture and Microarray

HPC7 cells were grown as described previously (Park et al., 2016). For microarray, cells were serum starved and stimulated with TPO for 30 min. Total RNA was extracted using the RNeasy Mini Kit (QIAGEN). Cambridge Genomic Services processed all samples using Illumina WG-6 BeadArrays. For data analysis, see Supplemental Experimental Procedures.

## Author Contributions

K.K., T.C., W.R., and A.R.G. designed the study. K.K., T.C., I.C.M., H.J.P., J.L., D.G.K., and R.K. performed experiments. D.F.-S.C., V.K., M.H., and T.C. performed bioinformatics analysis. K.K. analyzed all other data. T.L.H. and D.C.P. helped with mouse experiments. K.K., T.C., W.R., and A.R.G. wrote the manuscript.

# Supplementary material for: Proliferation Drives Aging-Related Functional Decline in a Subpopulation of the Hematopoietic Stem Cell Compartment
**Source:** Cell Rep. 2017 May 23;19(8):1503–11. doi: 10.1016/j.celrep.2017.04.074
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1 and S2

**Cell Reports, Volume 19**

## **Supplemental Information**

### **Proliferation Drives Aging-Related Functional Decline in a Subpopulation of the Hematopoietic Stem Cell Compartment**

**Kristina Kirschner, Tamir Chandra, Vladimir Kiselev, David Flores-Santa Cruz, Iain C. Macaulay, Hyun Jun Park, Juan Li, David G. Kent, Rupa Kumar, Dean C. Pask, Tina L. Hamilton, Martin Hemberg, Wolf Reik, and Anthony R. Green**

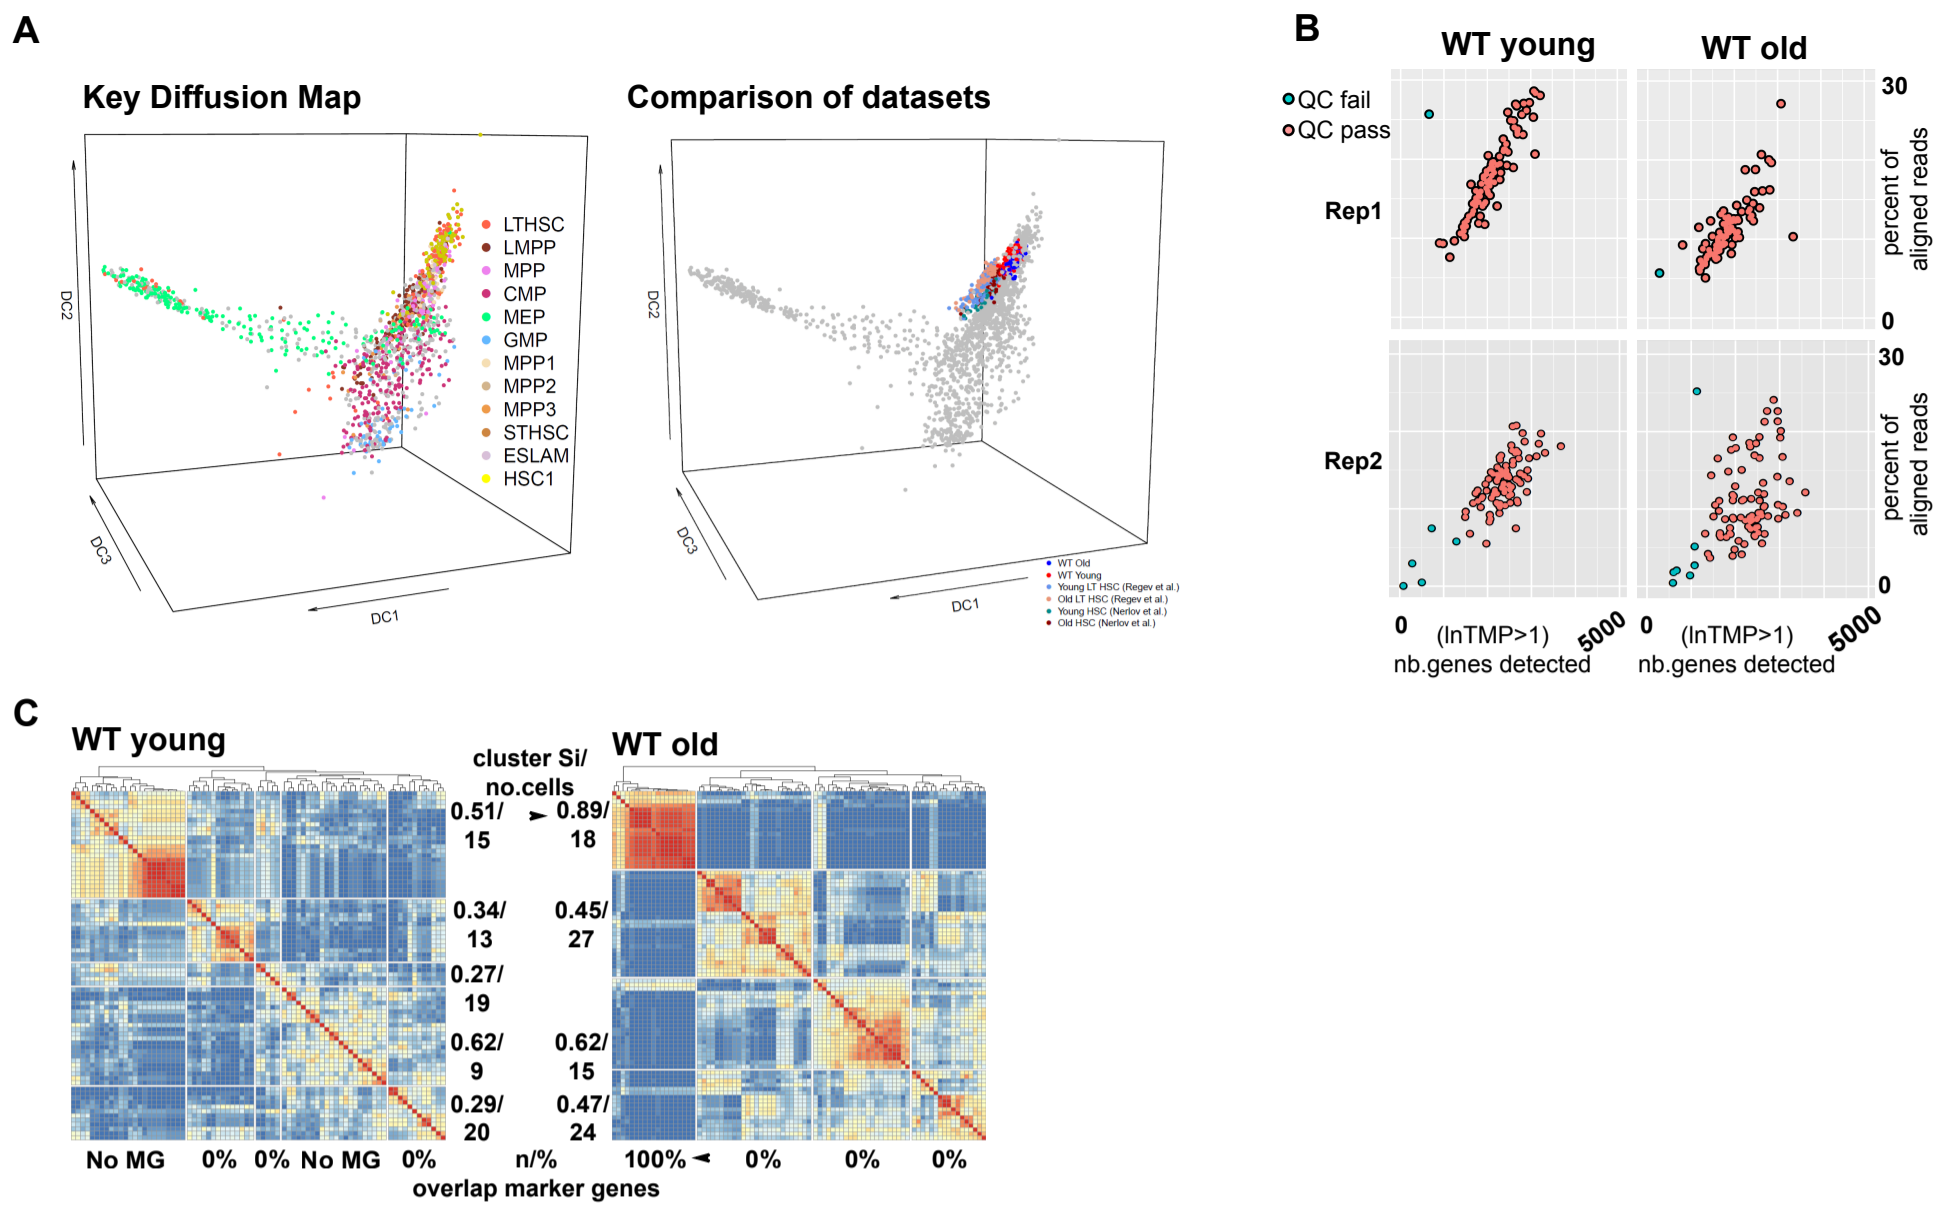

**Supplemental Figure 1: Additional quality control and analysis of single cell RNA-Seq data, Related to Figure 1:**

A) Diffusion map defining the single cell transcriptome of several murine haematopoietic cell types as indicated on left hand side (Nestorowa et al., 2016). Our HSC data alongside the HSC data from Grover and colleagues (Grover et al., 2016) and Regev group (Kowalczyk et al., 2015) were then superimposed onto the diffusion map (grey cells, right hand side). Colours indicate the cell types on left hand side as specified in the legend and data sets on right hand side. B) Quality control plots showing individual cells failing (green) and passing (red) the test. 

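In the files, the median number of genes with at least 1 count was 2724 per old WT well and 2576 per young WT well. With the cut-off of 1300 genes, 183 of 192 old and 182 of 192 young WT wells passed, against 115 and 103 with 2500 genes. The corresponding numbers were 187 old and 159 young JAK2V617F wells, and 183 WT and 178 JAK2V617F wells at 12 months. The plots the legend describes show the percentage of aligned reads, which is not in the files analysed here.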

The percentage of aligned reads over the number of genes detected is shown with a cut off of 1300 genes. TMP transcript per million. C) Heat maps of all young or all old HSCs using SC3 unsupervised clustering tool. The intensity of the cluster is indicated from 0 (blue, not upregulated) to 1 (red, upregulated). The silhouette index (si) is given for each cluster. The overlap with marker genes identified in Fig.1c is given as percentage of all cells analysed for each age group. No MG denotes a lack of marker genes for a given cluster.

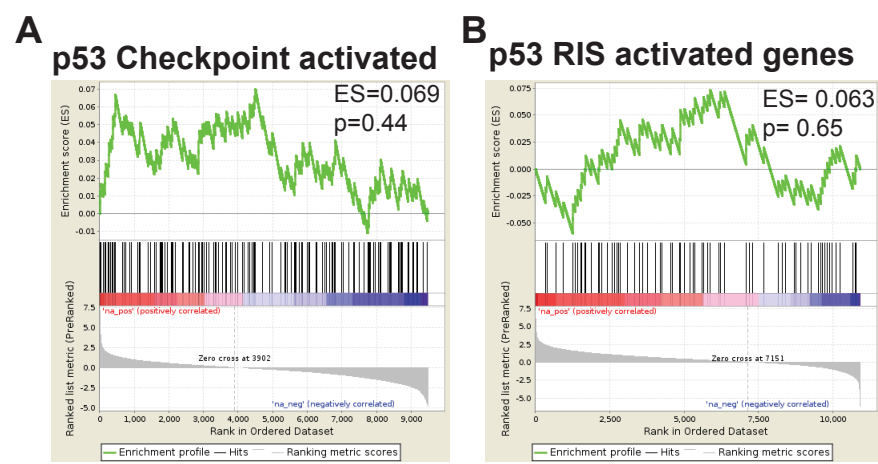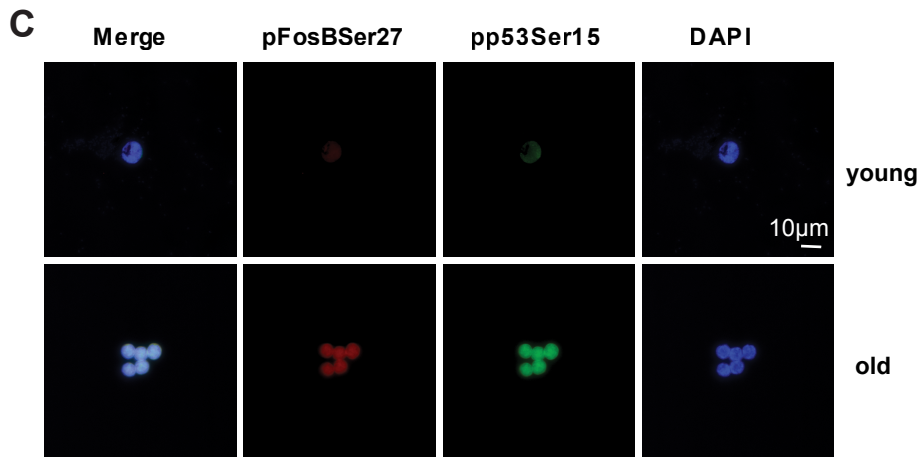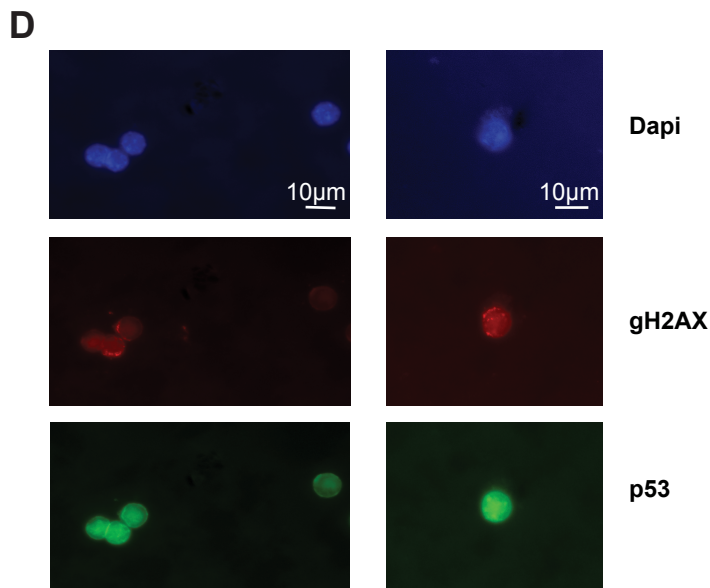

**Supplemental Figure 2: Additional data supporting p53 upregulation in old specific cluster only, Related to Figure 2:**

A) Gene Set enrichment plot (Subramanian et al., 2005) comparing p53 checkpoint related target genes with differentially expressed genes between the old specific cluster and all other old HSCs. Adjusted p-value and enrichment score are indicated.

B) Gene Set enrichment plot (Subramanian et al., 2005) comparing p53 RIS target genes with differentially expressed genes between pooled young and old WT HSCs. Adjusted p-value and enrichment score are indicated.

C) Immunofluorescence images of young and old HSCs stained for p53 phosphorylated at Serine 15 (green) and gH2AX phosphorylated at Serine 139 (red). DAPI stained nuclei are blue. Representative images are shown.

D) Immunofluorescence images of old HSCs stained for p53 phosphorylated at Serine 15 (green) and FosB phosphorylated at Serine 27 (red). DAPI stained nuclei are blue. Representative images are shown.

## Supplemental methods

### Flow cytometry

All samples were index sorted on a BD Influx with filters and five lasers. Single ESLAM cells were either sorted into round bottom 96 well plates preloaded with serum-free medium for kinetics experiments or into 96 well PCR plates containing a mild lysis buffer with ribonuclease inhibitor as described for single cell RNA-Sequencing (Picelli et al., 2013). For Immunofluorescence experiments, ESLAM cells were sorted into tubes and mounted onto coated Cytoslides (Thermo Scientific).

### Data analysis

96 single cells samples were sequenced, returning a variable number of reads ( $\mu = 2,017,758$   $\sigma = 1,886,443$ ). RNA-Seq by Expectation Maximisation (RSEM) (Li and Dewey, 2011) which implements an Expectation Maximisation algorithm that allows computing the maximum likelihood of the estimate by combining information from both unique and multi mapped reads was used to estimate number of transcripts and transcripts per million (TPM) per gene. Parallelization of the alignment was accomplished with GNU Parallel ("GNU Parallel: The Command-Line Power Tool | USENIX," n.d.). The reads were mapped against the Ensembl mouse reference genome version GRC3877 (Kersey et al., 2016) with the inclusion of the reference for the spike in controls from the ERCC consortium (Baker et al., 2005) using Tophat (Trapnell et al., 2009). TPM estimates were used for quality control of the cells similarly to Kumar and colleagues (Kumar et al., 2014). Cells with less than 2500 detected transcripts were removed from posterior analysis. The SCDE R package from Kharchenko Lab (Kharchenko et al., 2014) provides a method for the analysis of differential expression in single cells. Estimate counts per gene previously calculated with RSEM (Li and Dewey, 2011) were used to compute the differential expression, genes with insufficient number of reads or not seen in enough cells were removed. Individual posterior shows the likelihood of differential expression for each cell. In Figure 1F) SCDE plots for marker genes of cluster 1 in young (blue) and old (orange) HSCs are shown. Expression levels of individual cells are given by individual lines. Individual posterior shows the likelihood of differential expression for each cell. Joint posterior depicts the likelihood of differential expression of a group of cells within the same condition. The black line indicates the estimated joint posterior distribution for the overall level for each cell type. MLE denotes the likelihood of differential expression between two conditions and adjusted Z-scores are given for indicated genes comparing two conditions.

RNA-Seq data were clustered and marker genes obtained by using SC3 (Kiselev et al., 2016). KEGG pathway analysis (Kanehisa et al., 2012) was performed using Webgestalt (Wang et al., 2013). Entrez Genes were annotated and pathway analysis conducted using hypergeometric test with multiple test adjustment (BH) and significance level of Top10. A minimum of 2 genes per category needed to be present. Enrichment analysis was performed using Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005). The z-score of the expression difference provided by the SCDE package (Kharchenko et al., 2014) between old specific and all other old WT HSCs (p53, Stat3, Stat5, TPO and Lineage markers, see Figure 2C and 2G) or between young WT and Jak2V617F HSCs was used as a rank list of genes to compare against a defined set of genes as a background (p53, Stat3, Stat5, Sup. Fig. 2B). The significance of the overlap between marker genes and p53 targets or Stat3 and Stat5 was calculated using the hypergeometric test. The p-value was calculated assuming a total of m white balls and 20000-m black balls where a total of 20 balls were drawn. Here, m is either 313 or 768 and the number of white balls obtained was either 6 or 2.

For microarray analysis, raw probe-set intensities were processed with the R package lumi (Du et al., 2008). The lumiR function allows the processing of the data with the package, while mapping the Illumina identifiers to Mus musculus RefSeq IDs and Entrez\_gene\_ID through the lumi MouseID Mapping package. The raw data was normalised with the lumiExpresso function (Du et al., 2008). The differentially expressed genes were identified using the limma package (Smyth, 2004).

### Supplemental References

Alder, J.K., Georgantas, R.W., Hildreth, R.L., Civin, C.I., 2006. 348. Kruppel-Like Factor 4 Regulates Proliferation of Human and Mouse Hematopoietic Stem-Progenitor Cells, but Is Not Essential for Mouse Hematopoietic Repopulation. *Mol. Ther.* 13, S132–S133. doi:10.1016/j.ymthe.2006.08.406

Berger, I., Shaul, Y., 1998. c-Fos antagonizes the junD gene positive autoregulatory loop; a novel c-Fos role in promoter switching. *Gene* 211, 375–382. doi:10.1016/S0378-1119(98)00120-6

Kowalczyk, M.S., Tirosh, I., Heckl, D., Rao, T.N., Dixit, A., Haas, B.J., Schneider, R.K., Wagers, A.J., Ebert, B.L., Regev, A., 2015. Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. *Genome Res.* . doi:10.1101/gr.192237.115

Liebermann, D.A., Gregory, B., Hoffman, B., 1998. International journal of oncology., International Journal of Oncology. University of Crete, Faculty of Medicine, Laboratory of Clinical Virology.

Mayani, H., 2016. The regulation of hematopoietic stem cell populations. *F1000Research* 5, F1000 Faculty Rev-1524. doi:10.12688/f1000research.8532.1

Okada, S., Fukuda, T., Inada, K., Tokuhisa, T., 1999. Prolonged Expression of c-&lt;em&gt;fos&lt;/em&gt; Suppresses Cell Cycle Entry of Dormant Hematopoietic Stem Cells. *Blood* 93, 816 LP-825.

Santaguida, M., Schepers, K., King, B., Sabnis, A.J., Forsberg, E.C., Attema, J.L., Braun, B.S., Passegué, E., Costa, D.B., Wagner, K., al., et, 2009. JunB protects against myeloid malignancies by limiting hematopoietic stem cell proliferation and differentiation without affecting self-renewal. *Cancer Cell* 15, 341–52. doi:10.1016/j.ccr.2009.02.016

Sirin, O., Lukov, G., Mao, R., Conneely, O., Goodell, M.A., 2010. The Orphan Nuclear Receptor Nurr1 Restricts the Proliferation of Hematopoietic Stem Cells. *Nat. Cell Biol.* 12, 1213–1219. doi:10.1038/ncb2125

Vanegas, N.-D.P., Vernot, J.-P., 2017. Loss of quiescence and self-renewal capacity of hematopoietic stem cell in an in vitro leukemic niche. *Exp. Hematol. Oncol.* 6, 2. doi:10.1186/s40164-016-0062-1

Yu, X., Alder, J.K., Chun, J.H., Friedman, A.D., Heimfeld, S., Cheng, L., Civin, C.I., 2006. HES1 Inhibits Cycling of Hematopoietic Progenitor Cells via DNA Binding. *Stem Cells* 24, 876–888. doi:10.1634/stemcells.2005-0598

# Supplementary material for: Proliferation Drives Aging-Related Functional Decline in a Subpopulation of the Hematopoietic Stem Cell Compartment
**Source:** Cell Rep. 2017 May 23;19(8):1503–11. doi: 10.1016/j.celrep.2017.04.074
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Proliferation Drives Aging-Related Functional Decline in a Subpopulation of the Hematopoietic Stem Cell Compartment

### Graphical Abstract

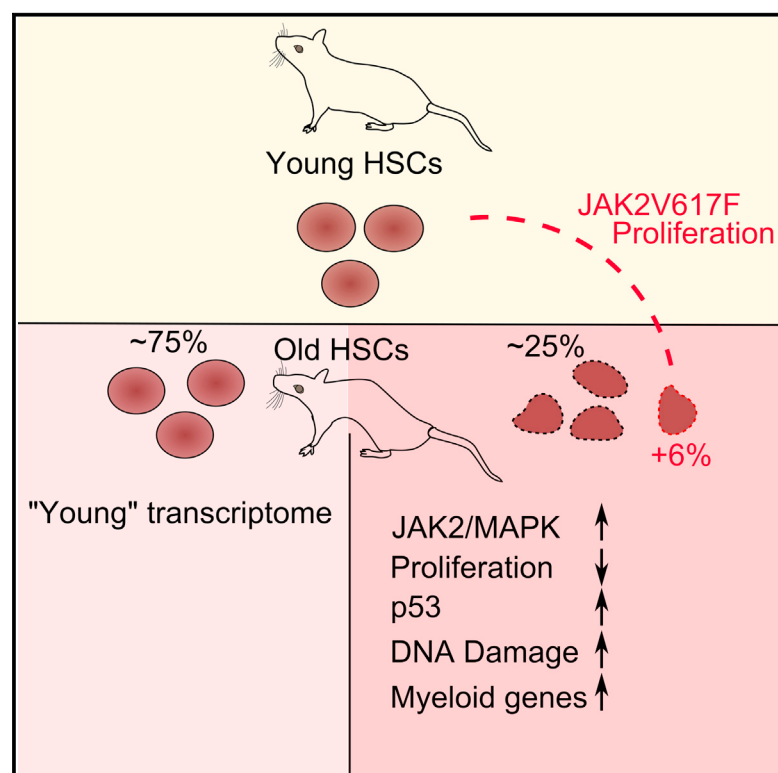

### Authors

Kristina Kirschner, Tamir Chandra, Vladimir Kiselev, ..., Martin Hemberg, Wolf Reik, Anthony R. Green

### In Brief

Kirschner et al. describe heterogeneous aging of hematopoietic stem cells (HSCs), with a subset of old HSCs displaying signs of functional exhaustion. An increase in proliferation expands the aged HSC subgroup, linking prolonged proliferation to functional decline in HSCs.

### Highlights

- Single-cell transcriptomics reveals functional decline in old HSCs
- p53-associated functional decline is driven by prolonged proliferation
- Subpopulation of HSCs show aging signature, revealing heterogeneity in the rate of aging

### Accession Numbers

GSE87687  
GSE87631

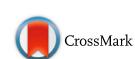

# Proliferation Drives Aging-Related Functional Decline in a Subpopulation of the Hematopoietic Stem Cell Compartment

Kristina Kirschner,<sup>1,2,3,4,\*</sup> Tamir Chandra,<sup>5,6,\*</sup> Vladimir Kiselev,<sup>7</sup> David Flores-Santa Cruz,<sup>1</sup> Iain C. Macaulay,<sup>7</sup> Hyun Jun Park,<sup>1</sup> Juan Li,<sup>1</sup> David G. Kent,<sup>1</sup> Rupa Kumar,<sup>1</sup> Dean C. Pask,<sup>1</sup> Tina L. Hamilton,<sup>1</sup> Martin Hemberg,<sup>7</sup> Wolf Reik,<sup>5,7,8,\*</sup> and Anthony R. Green<sup>1,2,3,\*</sup>

<http://dx.doi.org/10.1016/j.celrep.2017.04.074>

## SUMMARY

Aging of the hematopoietic stem cell (HSC) compartment is characterized by lineage bias and reduced stem cell function, the molecular basis of which is largely unknown. Using single-cell transcriptomics, we identified a distinct subpopulation of old HSCs carrying a p53 signature indicative of stem cell decline alongside pro-proliferative JAK/STAT signaling. To investigate the relationship between JAK/STAT and p53 signaling, we challenged HSCs with a constitutively active form of JAK2 (V617F) and observed an expansion of the p53-positive subpopulation in old mice. Our results reveal cellular heterogeneity in the onset of HSC aging and implicate a role for JAK2V617F-driven proliferation in the p53-mediated functional decline of old HSCs.

## INTRODUCTION

Organismal aging is accompanied by a gradual decline in regenerative capacities. This decline has been associated with reduced stem cell function, where the aging stem cell pool is unable to repopulate tissues upon cellular loss during physiological turnover or after tissue injury (Beerman et al., 2010). In the hematopoietic system, stem cell aging is evident in a weakening of the adaptive immune response and a general decline of hematopoietic stem cell fitness (Beerman et al., 2010).

The weakening immune response has been attributed to a shift from a balanced lymphoid/myeloid output toward a myeloid skew with age (Rossi et al., 2005). Although hematopoietic stem

cells (HSCs) showing a skew in their myeloid/lymphoid output can also be found in young mice, the aggregate output is balanced. In contrast, with age, proportionally fewer lymphoid biased HSCs are found (Grover et al., 2016).

In addition to the lineage skew, aging of the hematopoietic system also results in reduced performance in blood reconstitution and engraftment, regardless of lineage output (Dykstra et al., 2011). In addition, accumulation of DNA damage and up-regulation of p53 in aged HSC populations is well documented (Dumble et al., 2007; Rossi et al., 2007). p53 is a key regulator of aging in hematopoiesis, with high levels of p53 leading to premature aging features, such as reduced engraftment (Dumble et al., 2007). However, while Grover and colleagues (Grover et al., 2016) were able to shed light on the molecular signature responsible for lineage skewing with age, little is known about the molecular basis of the functional decline of HSCs with age. It is, for example, unknown how uniformly the functional impairment is distributed within the HSC compartment, and it is unclear what factors and pathways are directly relevant to the decline.

Using an index-sorting strategy and single-cell assays for highly purified long-term HSCs (LT-HSCs), we identified HSC aging as a heterogeneous process by characterizing an HSC subpopulation marked through p53 activation in old mice. Further transcriptional description of the sub-cluster shows myeloid bias as well as JAK/STAT- and MAPK (mitogen-activated protein kinase)-driven pro-proliferative gene signatures, reminiscent of the proliferation-driven cell-cycle arrest in cellular senescence (Serrano et al., 1997). Moreover, expansion of this old-specific subpopulation could be triggered by constitutively activating Jak2. We propose a model whereby prolonged proliferation in HSCs driven by the JAK/STAT pathway leads to a functionally impaired HSC subpopulation defined by p53 pathway upregulation with age.

## RESULTS

### The Long-Term HSC Compartment Harbors a Distinct Subpopulation with Age

To determine how the transcriptional heterogeneity in long-term HSCs is associated with age, we index-sorted single LT-HSCs using ESLAM markers (Figure 1A) from the bone marrow of mice aged 4 months old ( $n = 192$ ) and 18 months old ( $n = 192$ ). This approach resulted in a distinct HSC population evident through comparison with two published hematopoietic single-cell transcriptome datasets of young and old HSCs (lineage-negative Sca-1<sup>+</sup>, c-Kit<sup>+</sup>, CD150<sup>+</sup>, and CD48<sup>−</sup>) (Grover et al., 2016; Kowalczyk et al., 2015), when projecting all datasets onto an HSC expression atlas (Nestorowa et al., 2016) (Figure S1A). We obtained 119/192 old and 99/192 young cells after quality control (Figure S1B; Supplemental Experimental Procedures) and used a k-means-based consensus clustering approach for single-cell transcriptomes (SC3) (Kiselev et al., 2017).

One cluster was entirely made up of old HSCs from replicate mice (referred to as an “old-specific” cluster) (Figure 1B) being well defined as measured by silhouette index ([Si] 0.92; Figure 1D) and distinct. Marker genes driving cluster formation were calculated using SC3 ( $n = 62$ ; Figure 1C; Table S1). To investigate whether a similar cluster exists in young LT-HSCs, cells were clustered separately (Figure S1C), with no similar cluster detectable (Figure S1C). Re-clustering old LT-HSCs separately identified the old-specific cluster with an identical subset of marker genes (Figure S1C). To ensure that differences in cell type were not driving the clustering, we compared ESLAM markers from the index sort data with no difference in intensity of CD45 ( $p = 0.8925$ ), CD48 ( $p = 0.4851$ ), CD150 ( $p = 0.7208$ ), or EPCR ( $p = 0.6472$ ) expression (Figure 1E). To validate the marker genes, we used single-cell differential expression (SCDE) (Kharchenko et al., 2014) to identify differentially expressed genes between the old-specific subpopulation and the other HSCs. SCDE confirmed a subpopulation of old LT-HSCs expressing marker genes identified by SC3 (Figure 1F). In summary, we identified a transcriptionally distinct subpopulation of old LT-HSCs.

### The Old-Specific Cluster Is Characterized by Anti- and Pro-proliferative Pathways

To characterize the old-specific cluster, we characterized the marker genes underlying the clustering (Figure 1C; Table S1). One of the top marker genes, the cell-cycle regulator Cdkn1a, is a well-known p53 target (Beckerman and Prives, 2010), with p53 previously having been implicated in regulating HSC aging and quiescence (Dumble et al., 2007). To further test p53 regulation of the old-specific cluster, we used a list of senescence-specific p53 genes (Kirschner et al., 2015). We identified a significant enrichment of marker genes as p53 related (6/68 marker genes,  $p = 1 \times 10^{-6}$ ; Figure 2A; Table S1), many of which are negative regulators of proliferation. We were unable to identify enrichment of p53 apoptosis ( $p = 0.5$ ; Kirschner et al., 2015), autophagy ( $p = 0.06$ ; Kenzelmann Broz et al., 2013), or checkpoint ( $p = 0.12$ ; Kenzelmann Broz et al., 2013) targets in the marker genes (Figure 2A; Table S1). No p53 targets were detected in the marker genes of the other five clusters in Figure 1C (see Table S1).

In the marker gene list, we noted multiple jun/fos transcription factors that are targets of JAK/STAT signaling in the hematopoietic system, where JAK/STAT stimulates proliferation and differentiation (Rawlings et al., 2004). To test for enrichment of JAK/STAT targets, we compared the marker genes with chromatin immunoprecipitation sequencing (ChIP-seq) data from patient megakaryocytes, where the JAK/STAT pathway drives disease (Lau et al., 2015). We identified a significant enrichment of STAT targets (Lau et al., 2015) in our marker genes (green fields in Figure 2A:  $p = 0.0005$  for pStat3 targets 6/68, and  $p = 0.0006$  for pStat5 targets 4/68; Table S1). No Stat3 or Stat5 targets were detected in the other five clusters in Figure 1C (Table S1). In summary, analysis of the marker genes suggested a co-activation of cell-cycle repressing p53 and pro-proliferative JAK/STAT signaling in the old-specific cluster.

Several lines of evidence are consistent with the concept that pro-proliferative and anti-proliferative stimuli exist in the same old HSC subpopulation. First, unbiased KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis of the marker genes (Kanehisa et al., 2012) revealed an enrichment for “cell cycle” due to the presence of cell-cycle inhibitors, p53 targets (Figure 2B, red bars), and the MAPK pathway (Figure 2B, green bar), which is driven by JAK activation in hematological cells (Vainchenker and Constantinescu, 2013).

Second, we compared gene target lists for p53, STAT3, and STAT5 to marker genes for the old-specific HSC cluster. Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) highlighted a significant enrichment of senescence-specific p53 (p53 enrichment score [ES] = 0.11,  $p = 0.009$ ), STAT3 (ES = 0.137,  $p < 0.001$ ), and STAT5 (ES = 0.084,  $p = 0.039$ ) targets in those marker genes (Figure 2C). No enrichment of apoptosis (no values returned; data not shown) or checkpoint-related p53 targets ( $p = 0.44$ ; Figure S2A) were detected. GSEA found no enrichment of p53 and STAT3/5 targets comparing pooled young and old HSCs ( $p = 0.422$  for p53 apoptosis,  $p = 0.65$  for p53 RIS,  $p = 0.44$  for Stat5, and  $p = 0.357$  for Stat3; Figure S2B; data not shown).

Third, we generated a JAK/STAT signature mimicking HSC behavior by stimulating a stem-cell-like cell line (HPC7) with thrombopoietin (TPO) for microarray analysis (Figure 2D) (Park et al., 2016). Binding of TPO to its receptor activates JAK2 and its downstream targets STAT1, -3, and -5 (Rawlings et al., 2004). GSEA highlighted a strong enrichment of TPO-regulated genes (top 100 genes,  $p < 9.81 \times 10^{-10}$ ) in the old-specific cluster (Figure 2D).

Lastly, we confirmed the old-specific cluster by indirect immunofluorescence (IF) in HSCs from young and old mice ( $n = 3$ ) for p53 phosphorylated at serine 15 (pp53Ser15) and FosB phosphorylated at serine 27 (pFosBSer27). Only old HSCs showed high levels of pp53Ser15 and pFosBSer27 (Figure S2C). p53 response and senescence are associated with persistent levels of DNA damage. We stained old HSCs for p53 for gH2AX by IF and blind scored cells with more than five gH2AX foci. We found an enrichment for gH2AX over p53-positive cells (Figure 2E; Figure S2D), providing a mechanism for p53 upregulation. We tested the gH2AX-positive old HSCs for changes to proliferation by EdU injection into mice and co-staining for gH2AXpSer139 protein using IF. EdU incorporation

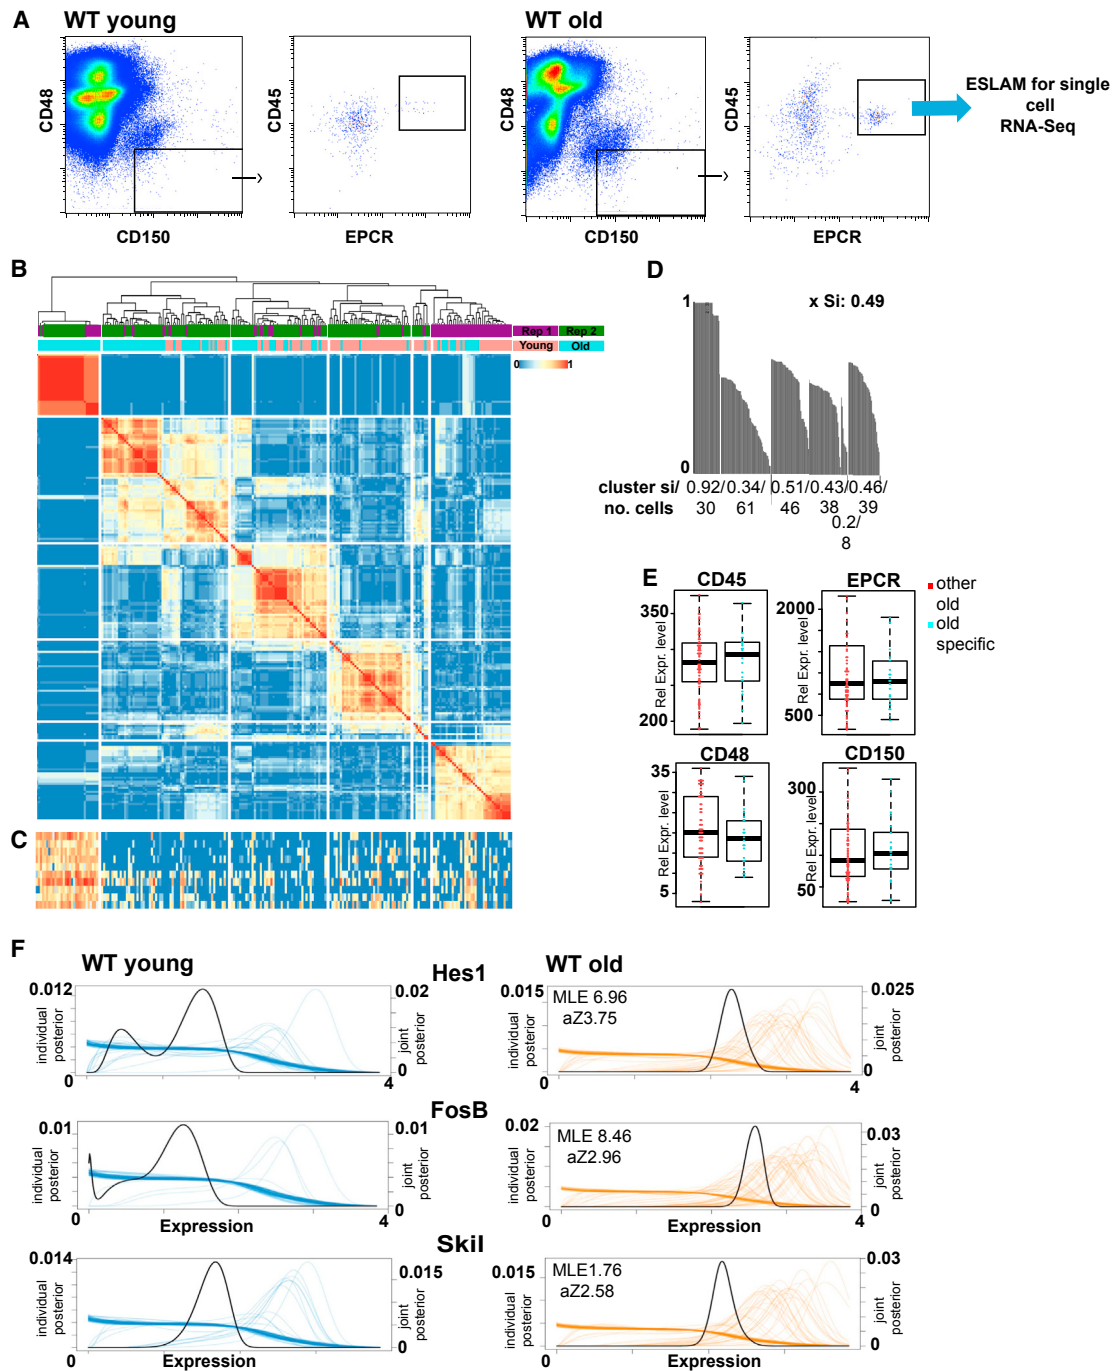

**Figure 1. LT-HSCs Display a Distinct Subpopulation with Age**

(A) Sorting strategy for HSCs.

(B) SC3 clustering of young and old HSC transcriptomes. Replicates: purple and green bars. Age: orange (young) and turquoise (old) bars. Similarity between cells is indicated from blue to red (identical). Rep, replicate.

(C) Heatmap of top ten marker genes of cluster 1. Expression is shown from blue (low) to red (high).

(D) Silhouette plots for all clusters. The silhouette index (si) and the number of cells per cluster are given. xSi, average silhouette index.

(E) Boxplots for ESLAM marker intensity for old-specific (blue) and other old (red) HSCs. Rel. Expr., relative expression.

(F) SCDE plots for marker genes of cluster 1 in young (blue) and old (orange) HSCs. Expression levels of individual cells are indicated by individual lines.

See also [Supplemental Experimental Procedures](#).

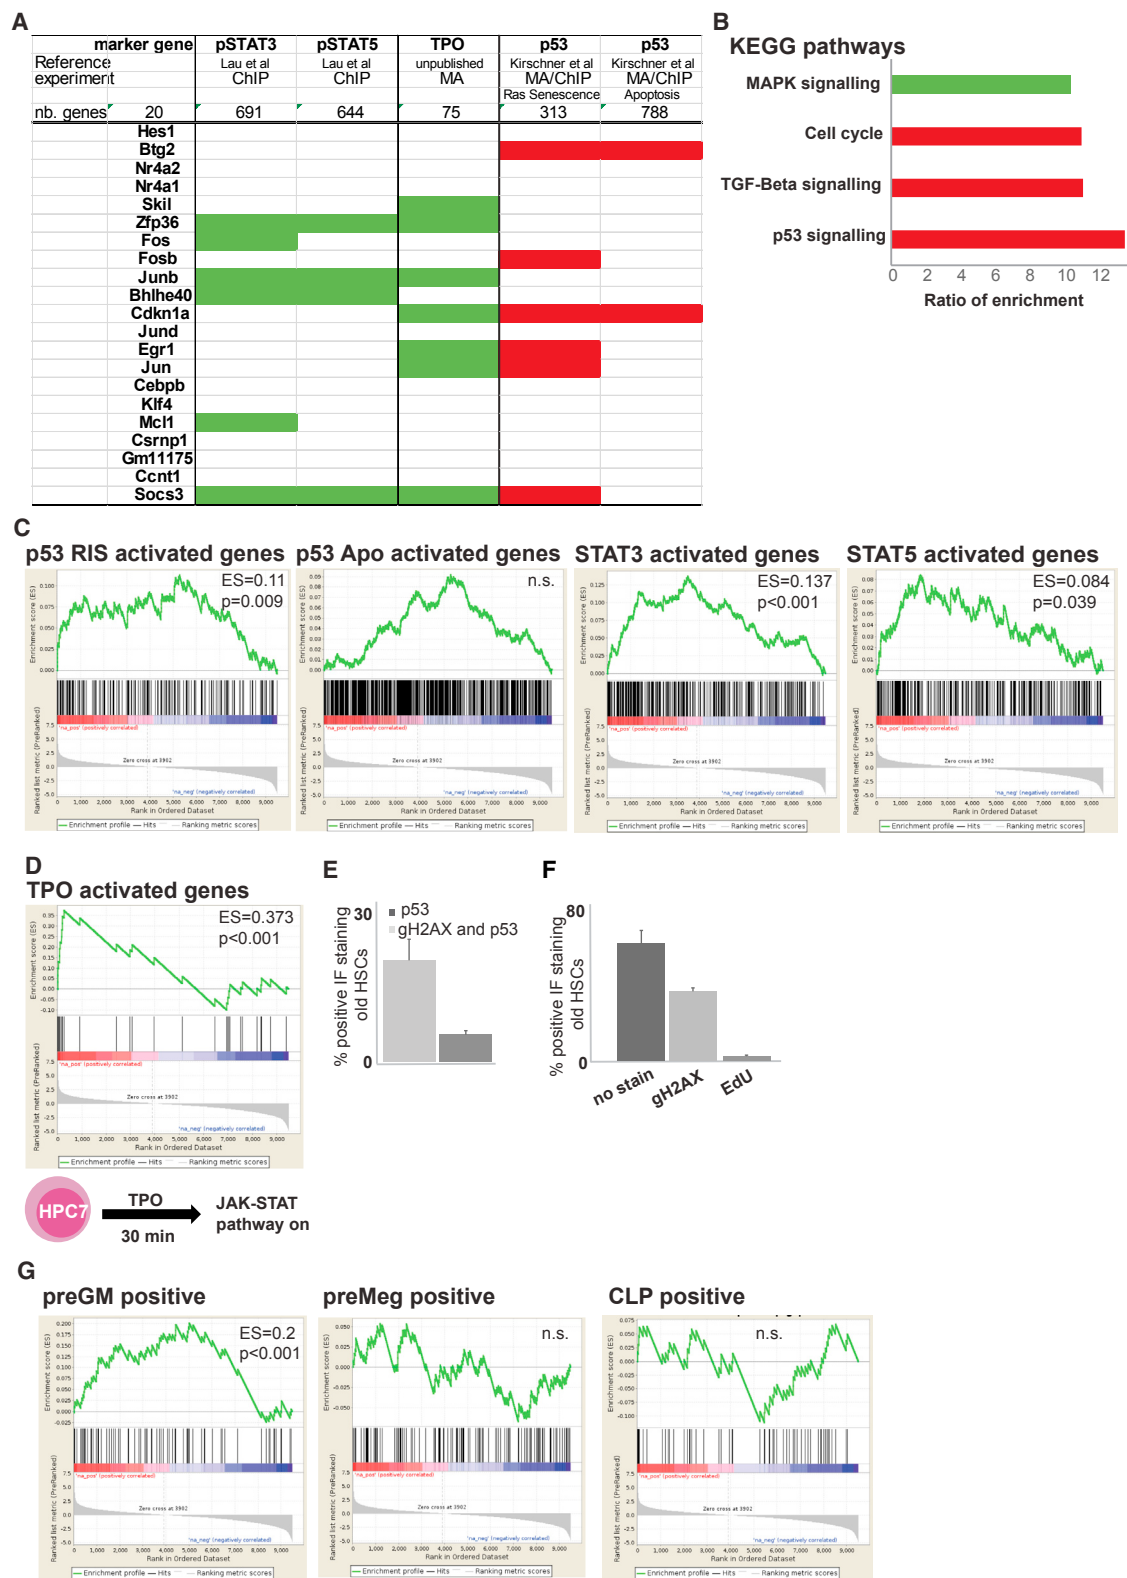

**Figure 2. Age-Specific Cluster Carries Signature of Pro-proliferative and Anti-proliferative Stimuli**

(A) Manual annotation of top 20 marker genes with Ras senescence (RIS), apoptosis (Kirschner et al., 2015), and pStat3 and pStat5 datasets (Lau et al., 2015). Red indicates p53, and green indicates pStat targets.

(legend continued on next page)

was absent from gH2AX-positive cells, suggesting reduced proliferation (Figure 2F).

### The Old-Specific Cluster Is Enriched for Myeloid-Biased HSCs and Regulated by Transcription Factors Controlling Quiescence and Proliferation

One feature of the aging HSC compartment, the myeloid bias, has been described on a single-cell basis (Grover et al., 2016). To identify lineage biases in our old-specific cluster, we overlaid our marker gene list with gene sets for bi-potent granulocyte/macrophage progenitors (preGM), megakaryocyte/erythroid progenitors (preMeg), and common lymphoid progenitors (CLPs) using GSEA (Pronk et al., 2007). We identified an enrichment of preGM genes ( $ES = 0.2$ ,  $p < 0.01$ ), with no enrichment in preMeg or CLP genes (Figure 2G), suggesting a myeloid bias in our old-specific HSC cluster. These results could explain the myeloid bias emerging with age where a subset of myeloid-primed HSCs reconstitute the blood system more frequently over time, followed by exhaust, leaving a large pool of myeloid-primed progenitors in the system.

We interrogated the marker genes specific to our old-specific HSCs with respect to regulation of HSC function and found 8/12 transcription factors regulating quiescence and proliferation (Table S2,  $p = 6.779747e-24$ ). Nuclear receptor subfamily 4 group A member 1 (Nr4a1) has been reported to be upregulated on myeloid-biased HSCs (Land et al., 2015), further supporting the myeloid bias. Perturbations of some marker genes have been reported and suggest an enrichment for quiescence regulators in the old-specific subcluster (Table S3).

### Constitutive Jak2 Activation Increases Contribution to the Age-Specific Subpopulation of LT-HSCs

How the deposited data were processed for this re-analysis (not part of the article)

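The transcriptomes of 1152 single LT-HSCs were analysed, in 12 library pools of 96 wells: 2 pools each of WT and homozygous JAK2V617F mice aged 4, 12 and 18 months. Age and genotype were taken from the sample labels, and the pools of a condition were called A and B by their pool number, which is not the paper's replicate number. Index sort intensities, immunofluorescence, division kinetics and microarray data are not in the files analysed here.

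The authors mapped the reads to the Ensembl 77 mouse genome with the ERCC spike-ins and deposited raw counts of reads per gene for every well, with 41388 genes, 92 spike-ins and 5 categories of unassigned reads, and without normalization or removal of wells. The methods of the paper describe TopHat and RSEM, whose estimates were used for the paper's quality control and clustering. These are not in the files, so every value here starts from the counts. All 1152 files differed from one another. Counts on genes ranged from 104 to 6618753 per well (median 285910). Gene names came from the annotation of the same genome (GENCODE M21), which named 40254 of the genes, and coordinates are those of this annotation. Of the 62 cluster 1 genes in Table S1, 60 were found by name, and the other 2 were left out.

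Cells with at least 2500 genes with at least 1 count were kept, which left 688 cells. SC3 itself was not available, and its steps were rebuilt in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. Genes detected in too few or nearly all cells (6 and 94% of cells, above 2 counts for the lower bound) were removed, and counts were expressed as log2(CPM + 1). Euclidean, Pearson and Spearman distances were transformed by principal components and by the graph Laplacian, k-means was run over the first 4 to 7% of the eigenvectors, and the consensus was cut by complete linkage. The numbers of clusters were those of the paper's figures: 6 for WT, 6 for all cells of 4 and 18 months, 5 for young WT, 4 for old WT, 8 for 12-month WT and 9 for 12-month JAK2V617F. The cluster whose marker genes included the most cluster 1 genes of Table S1 was taken as the old-specific cluster. Such a cluster is defined by the values it is then described with, so the p of a marker gene is not evidence. Clusterings of old and of young JAK2V617F cells alone were not planned.

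The marker score is the mean log2(CPM + 1) over the 60 genes. Scores were compared over cells with permutation tests of 100000 resamples, and shares with Fisher's exact test and 95% Wilson intervals. Age was also tested over the means of 8 pools with an exact permutation test. Counts summed over the cells of each pool were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05), with DESeq2 1.42.0 as an alternative, in R 4.3.3. Size factors of scran 1.30.0 were an alternative to CPM. The named genes were set beforehand: the first 20 cluster 1 genes of Table S1, Socs3, the transcription factors of Table S2, Cdkn1a, Trp53 and Jak2, and the top genes of each edgeR comparison, of which there were none.

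Both scripts were tested on simulated data. The clustering was first tested with 120 cells, 3 clusters and 8-fold changes, where the cluster with the most planted cells held 26 of 30 of them and 56 other cells and 0 of 60 planted genes were recovered. After this failure the simulation was redesigned with 200 cells, 6 clusters and 4 sizes of change, and the planted cluster was then scored by planted minus other cells. In that form it recovered 0 of 30 planted cells at 4-fold, 25 of 30 at 8-fold and 30 of 30 at 16-fold and 32-fold, with 0, 21, 50 and 53 of 60 planted genes and 0 false marker genes. A group that differs 4-fold is therefore not detected. The edgeR script recovered 0, 1 and 49 of 200 genes changed 2-fold, 4-fold and 8-fold, with 2 false calls at 8-fold. Its simulation compared 4 pools with 4, so it does not give the power of the comparisons of 2 pools against 2.

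For a passing cell, 3 counts are between 0.0007 and 0.0017% of the total at the median depth of the conditions. Alternatives were a cut-off of 1300 genes, detection at 5 counts, 1 cluster fewer or more, another gene filter, scran size factors, stricter marker genes, other forms of the score, a pseudocount of 10, the 99th percentile, no filter on low counts, all wells, a replicate block, and leaving out each pool. Random starts 2 to 6 of the clustering and other numbers of genes drawn in the overlap test were added after the data were seen. GSEA, KEGG and SCDE were not repeated, since the gene sets or tools were not at hand.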

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

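In 12-month JAK2V617F pool B the Y-linked gene Eif2s3y (chromosome Y, 1010543 to 1028847) had 183 CPM, while it had 0 CPM in the other 3 pools of that age. It was 1 of 18 groups of 4 pools tested for a pool far from the others, where 0.9 flags are expected by chance. The same pool had 0 counts of Xist, which the other 11 pools had at 116 to 1654 CPM, and it had 54 CPM of Ddx3y and 99.8 CPM of Kdm5d. The number of 12-month pools with more counts of Y-linked genes than of Xist was 1, and among the pools of 4 and 18 months it was 0. The prediction for the 12-month pools was written only after this was seen. The pattern may reflect a male mouse in 1 of the pools, and the sex of the mice is not in the labels. A comparison of JAK2V617F with WT at 12 months is partly mixed with mouse sex, since JAK2V617F pool A and both WT pools had counts of Xist and 0 CPM of Eif2s3y. Leaving out JAK2V617F pool B gave 0 genes in edgeR's test at 12 months, as did the fit with all pools. Other technical explanations, such as a mislabelled pool, were not tested.

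Cells of 12-month WT pool A were more alike within an index row than between rows and columns, by 0.29 in the correlation of their log2(CPM + 1) values (permutation test over rows, p = 1e-05, the smallest value possible, adjusted p = 1.4e-05), and cells of 12-month JAK2V617F pool B by 0.231 (permutation test, the same p and adjusted p). The paper does not report on the position of cells. In the other 12-month pools the difference was 0.108 and 0.099, and in the pools of 4 and 18 months at most 0.027 (young JAK2V617F pool A had too few cells), with adjusted permutation p of at most 0.0029, so the pattern was present in smaller size in the other pools too. A candidate explanation is that counts are shared between wells with the same index, for instance by swapping of index sequences. Of the genes with 1000 or more counts in a single well that were 50% or more of their pool's counts, wells of the same row as that well had counts in 99.1% of cases in WT pool A and wells elsewhere in 36.3%, a ratio of 2.73, and in JAK2V617F pool B the ratio was 3.23. The prediction was a ratio above 2 in these pools and of at most 2 in the other 10. It failed in part, since the ratio was 3.73 in 12-month WT pool B, 3.75 in 12-month JAK2V617F pool A and 2.13 in young JAK2V617F pool A, and 1.31 to 1.71 in the rest. Wells of the same column had counts about as often as those of the same row (99.1 and 99.3%). This prediction was reworded after the result was seen, from the size of the counts to the share of wells with counts. By size of the counts, wells of the same row held 0.59% of the source well's count in WT pool A against 0.36% elsewhere and 0.52% against 0.32% in JAK2V617F pool B, but less than elsewhere in the other pools. Depth alone did not account for the pattern: rows held 13.8% of the variance of log10 counts in the pool with the smaller share, and 22.2% in old WT pool B, where cells of a row were more alike by only 0.012. The row pattern cannot be told apart from shared counts, and no biological explanation was tested. All predictions on rows were made after the pattern was seen.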

How the results depend on the processing

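The main settings, their alternatives and the tests were set before the processed files arrived, except random starts 2 to 6 and the draws of 62 or 68 genes. Of 50 results, 26 kept their direction and their side of the threshold, or their count within 1.5 times, under every alternative. These include the marker score, the marker-high share of old against young WT and the share of the old-specific cluster in old against young WT over both pools. In old pool A alone, that cluster was lost with the 1300-gene cut-off (0 of 91 cells) and without young WT replicate A (0 of 34). The cluster share ranged from 21.7 to 44.1 points when 1 pool was left out. Outside the headline results, 7 rows changed: edgeR's adjusted p of the fold change of Btg2, Fos and Hes1 fell under 0.05 without the filter on low counts and that of Hes1 also with DESeq2, the fold change of Jak2 (-0.69) reversed to 0.00055 without old WT replicate A and ran from -2.06 to 0.00055 over the fits that each left out 1 pool, and the pStat5 overlap lost significance with 62 and 68 genes drawn (p = 0.14 and 0.18).

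The share of the old-specific cluster in JAK2V617F against WT at 18 months, -9.1 points, reversed to 3.43 with the 1300-gene cut-off and to 1.52 with 1 cluster fewer. Among the random starts it reversed to 4.38 (start 2), 3.59 (start 5) and 0.36 (start 6), and at start 4 it was -11.6 with p = 0.040. The fits that each left out 1 pool ran from -95.3 to 15.6 points. At 18 months, the marker-high difference of 5.0 points reversed to -1.66 with the within-cell percentile rank, and at 4 months that of -2.6 points reversed to 1.28 at the 99th percentile. Both are differences of a few cells. The clustering settings mainly moved JAK2V617F pool B cells between clusters, and the number of cells limits these results.

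With the cut-off at 1300 genes, 183 old WT, 182 young WT, 187 old JAK2V617F, 159 young JAK2V617F, 183 12-month WT and 178 12-month JAK2V617F cells passed, in place of 115, 103, 127, 62, 146 and 135. When detection needed 5 counts, 30, 24, 52, 16, 28 and 26 passed. The Table S1 genes among the markers fell under the stricter marker rule from 38 to 13 in WT, from 24 to 9 in old cells alone, from 14 to 3 in 12-month WT and from 7 to 4 in 12-month JAK2V617F. In old cells alone they rose to 47 with the 1300-gene cut-off, 39 with 1 cluster fewer and 37 with 1 cluster more, and in young cells alone from 1 to 2 with the 1300-gene cut-off.

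The main edgeR fits gave 0 genes in all comparisons. DESeq2 gave 207 (old against young WT), 128, 306 and 808 (JAK2V617F against WT at 18, 4 and 12 months) and 158 (18 against 4 months over 8 pools). Its spread estimates and its handling of genes with low counts differ from those of edgeR. Without the filter on low counts, edgeR gave 6, 0, 47, 14 and 2. For 18 against 4 months, the 1300-gene cut-off gave 4 genes, all 96 cells of each pool 5, and the replicate block 1, while the other comparisons stayed at 0. Fits that each left out 1 pool gave 0 to 1 (old against young WT), 0 to 1 (18 months), 0 to 3312 (4 months), 0 to 9 (12 months) and 0 to 1 (18 against 4 months). The 3312 genes came from the fit in which JAK2V617F was left with the pool of 4 cells. Across genes, the pairing of the pools by letter was weak, with a mean correlation of 0.04 between the deviations of pools with the same letter. By spike-in share, the letters did follow the technical batches at 4 and 18 months. The replicate block was not run at 12 months because the 4 pools would leave 1 degree of freedom, and for the cell shares and scores because their tests have no block.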

Differences from the paper's values

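In old JAK2V617F, the lower of the pool shares in the old-specific cluster was 3.8%, and the paper's lower value is 32%. The sets of cells differ. The legend of Figure 3D describes a clustering of old cells of replicate 1, whereas young and old cells of both pools were clustered together here. No alternative clustered the old cells of both genotypes by pool, so this difference in cells was not tested. With 1 cluster fewer the lower share was 28.2%, within 1.5 times of the paper's value. Without old JAK2V617F pool A, pool B had 24.4%, also within 1.5 times of the paper's value. The other alternatives set before the files arrived that kept both JAK2V617F pools did not close the gap. The lower share was 9.8% with the 1300-gene cut-off, 5.1% with 1 cluster more, 5.1% with the other gene filter and 10.3% with scran size factors. It was 15.4% without old WT pool B, and 2.0% without old WT pool A, where another cluster was taken as the old-specific one. Random starts 2 and 5, chosen after the values were seen, gave 25.6 and 23.1%, and starts 3, 4 and 6 gave 5.1, 2.6 and 19.2%. The paper states that the share rises in JAK2V617F, and the main value here was -9.1 points.

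Among the markers of young cells alone, 1 was a Table S1 cluster 1 gene, where the paper shows about 0 (Fig. S1C, read by eye). At 12 months 14 were in WT and 7 in JAK2V617F, where it shows about 0 for each (Fig. 3F, read by eye). No alternative reached 0. In old cells alone, the silhouette index of the cluster was 0.56, and the paper shows about 0.89 (Fig. S1C, read by eye). This index was not computed under the alternatives. The AUROC of Gm11175 was 0.5, since it had 0 counts, and the paper's Table S1 gives 0.834.

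With 20 genes drawn of 20000, the overlap p was 4.5e-07 for p53 senescence targets (the paper's value is 1.1e-06), 0.19 for p53 apoptosis targets (the paper's 0.5), 4.3e-05 for pStat3 (the paper's 0.0005) and 0.0034 for pStat5 (the paper's 0.0006). The p53 senescence, pStat3 and pStat5 targets include Socs3, which lies outside the first 20 genes of Table S1, so their p are too small for those 20. No alternative for this overlap test was set before the files arrived. With 62 genes drawn, chosen after the values were seen, the p53 apoptosis value was 0.71, within 1.5 times of the paper's, and the others stayed apart.

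The reads counted in any category averaged 678622 per well, and the paper's value for reads per cell is 2017758. The spread over cells (SD 752608 here) was taken as the replicate SD for this item, and the items are not the same measure.

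The paper describes the old-specific cluster as made of old cells only, and 2 of 39 cells were young here. It describes the marker genes as identical in old cells alone and in the clustering with JAK2V617F, where 24 of 28 and 54 of 91 were in the Table S1 list. Jun and Csrnp1 are marker genes in Table S1 and were not called in the clustering of WT cells here (AUROC 0.846 and 0.787 for the old-specific cluster), while both were called in the clustering with JAK2V617F (0.859 and 0.757) and Csrnp1 also in old cells alone (0.800).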

Other observations

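Technical explanations were tested for the higher marker score of old WT cells, with predictions written before the result. With counts thinned to 6449 per cell, the difference kept 0.873 of its size, so depth alone is not enough. Both old pools lay above both young pools, by 1.47 between the nearest of them. The smallest adjusted permutation p for plate position in an old WT pool was 0.59. Handling stress was tested with 17 stress genes outside the marker list, chosen beforehand, and the written prediction was met in part. Over cells the genes were higher in old than in young WT by 0.256 on the log2 scale (permutation test, p = 0.016). They did not separate the pools: old pool A minus the higher young pool was -0.22. Within pools A the difference was -0.22 (permutation p = 0.34) and within pools B 0.42 (permutation p = 0.00051). Across the cells of a pool, the stress genes and the marker score were correlated in old WT pool A (Pearson's r = 0.47, Spearman's rho = 0.50, adjusted permutation p = 0.0061 and 0.0049) and in old WT pool B (r = 0.49, rho = 0.45, adjusted permutation p = 3.7e-05 and 0.00011). Leaving out the 2 cells farthest from the median of the stress genes gave r = 0.38 and 0.49. The correlation was computed in 11 pools, with r from 0.28 to 0.68, and was present in young WT too (r = 0.55 in pool A and 0.29 in pool B), so it does not tie the stress genes to age. Many marker genes are immediate early genes, which respond to handling too, and the time from death to lysis is not in the files. In pools A, where the stress genes were not higher in old cells, the marker score was still 1.60 higher, so the stress these genes measure did not account for the difference there. In pools B both were higher, no score adjusted for stress was computed, and the difference cannot be told apart from an effect of handling.

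Over the 8 pools, 35 of 35 splits into 4 and 4 gave as many genes as the split by age, because every split gave 0, including pools A against pools B and the split by genotype. Mouse sex was not a confounder of age or of genotype at 4 and 18 months, since 0 of these 8 pools had more counts of Y-linked genes than of Xist.

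For the share of old JAK2V617F cells in the old-specific cluster, the smallest JAK2V617F pool minus the largest WT pool was -34.4 points. As the difference between the genotypes was itself negative, this value cannot tell genotype from pool. JAK2V617F pool A (46.9%) lay above both WT pools (38.2 and 25.9%), and JAK2V617F pool B (3.8%) below both. The difference between the genotypes may therefore be one between library pools.

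The marker score was lower in 12-month WT (1.26 ± 0.53, SD, n = 146 cells) than in 4-month WT cells (1.87 ± 0.87, SD, n = 103 cells; permutation test, p = 1e-05). Thinned counts kept 0.996 of the difference. Over the cells of both genotypes, 29 of the 60 marker genes were detected in a smaller share at 12 than at 4 months. A larger share was seen for 30, and 5 were in no 12-month cell. This tally does not describe WT alone: Cdkn1a fell from 8.7 to 3.4% in WT and rose from 8.5 to 13.9% over both genotypes. Fos had 0 counts in all 384 wells of 12 months while it had at least 64 CPM in each of the other 8 pools. It was the only such gene of 1599, and 0 genes outside the marker list shared this. Cut-offs of 16, 32 and 128 CPM were looked at as well and gave Fos alone of 4726, 3036 and 688 genes, and 64 was chosen after that. This count sees only genes lost in every well. Over both genotypes, other marker genes were nearly lost at 12 months. Jund was detected in 3.9% of cells against 72.1% at 4 months, and Nr4a1 in 3.6% against 56.4%. Cebpb was detected in 0.4% against 38.2%, and Btg2 and Klf2 in 0.4% each against 20.6% and 23.6%. A fault in counting or annotation is therefore not ruled out, and the lower score cannot be told apart from it. The library batch remains, since 0 pools of 4 and 18 months had a spike-in share in the range of the 12-month pools, and the low score may be a property of that batch. These predictions were written after the result was seen.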
